# Energy stress-induced circZFR enhances oxidative phosphorylation in lung adenocarcinoma via regulating alternative splicing

**DOI:** 10.1186/s13046-023-02723-z

**Published:** 2023-07-17

**Authors:** Zhifei Ma, Hao Chen, Zhijun Xia, Jing You, Chencheng Han, Siwei Wang, Wenjia Xia, Yongkang Bai, Tongyan Liu, Lin Xu, Guoren Zhou, Youtao Xu, Rong Yin

**Keywords:** Energy stress, circRNA, Lung adenocarcinoma, Oxidative phosphorylation, Alternative splicing.

## Abstract

**Background:**

Circular RNAs (circRNAs) contribute to multiple biological functions and are also involved in pathological conditions such as cancer. However, the role of circRNAs in metabolic reprogramming, especially upon energy stress in lung adenocarcinoma (LUAD), remains largely unknown.

**Methods:**

Energy stress-induced circRNA was screened by circRNA profiling and glucose deprivation assays. RNA-seq, real-time cell analyzer system (RTCA) and measurement of oxygen consumption rate (OCR) were performed to explore the biological functions of circZFR in LUAD. The underlying mechanisms were investigated using circRNA pull-down, RNA immunoprecipitation, immunoprecipitation and bioinformatics analysis of alternative splicing. Clinical implications of circZFR were assessed in 92 pairs of LUAD tissues and adjacent non-tumor tissues, validated in established patient-derived tumor xenograft (PDTX) model.

**Results:**

CircZFR is induced by glucose deprivation and is significantly upregulated in LUAD compared to adjacent non-tumor tissues, enhancing oxidative phosphorylation (OXPHOS) for adaptation to energy stress. CircZFR is strongly associated with higher T stage and poor prognosis in patients with LUAD. Mechanistically, circZFR protects heterogeneous nuclear ribonucleoprotein L-like (HNRNPLL) from degradation by ubiquitination to regulate alternative splicing, such as myosin IB (MYO1B), and subsequently activates the AKT-mTOR pathway to facilitate OXPHOS.

**Conclusion:**

Our study provides new insights into the role of circRNAs in anticancer metabolic therapies and expands our understanding of alternative splicing.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-023-02723-z.

## Introduction

Lung cancer is the second most commonly diagnosed cancer and remains the leading cause of cancer-related death worldwide in 2020. [1] Lung adenocarcinoma (LUAD) is the major histological subtype of non-small cell lung cancer (NSCLC), accounting for approximately 40% of lung malignancies. [2] In recent years, rapid advances in early detection and multimodal therapy have greatly improved survival benefits. However, LUAD remains highly lethal, with an average 5-year survival rate of only 15%.^3^ Continued investigation of the underlying molecular mechanisms is required to expand the treatment options for patients with LUAD.

Rapidly growing tumors are often confronted with nutrient (e.g., glucose) and energy deficient environments. Reprogramming energy metabolism to support cell proliferation and division has been recognized as a hallmark of cancer. [3] One prominent example is the Warburg effect, wherein cancer cells metabolize glucose even in the presence of oxygen. However, emerging evidence suggests that lung cancer cells exhibit enhanced glycolysis and oxidative phosphorylation (OXPHOS). [4] The glucose concentration in tumor tissues is much lower than in normal tissues, and cancer cells under energy stress rely on OXPHOS for survival, which brings about clonal selection of a more malignant phenotype. [5, 6].

CircRNAs are generated by precursor mRNA back-splicing and modulate biological processes including cancer metabolism. [7] For example, circACC1 activates the AMPK pathway to alter cellular lipid storage in response to serum deprivation. [8] Owing to their circular structure, circRNAs are more stable than linear RNAs and hold promise as disease biomarkers. CircRNAs can function through microRNA (miRNA) sponges, interaction with various proteins, cap independent translation, and splicing regulation. [9, 10].

Alternative splicing involves the removal of introns from messenger RNA precursors, thereby generating specific functional transcript variants. [11] Splicing alterations are common in cancer and contribute to almost every hallmark, including cell growth and tumor metabolism. [12] However, the biological role of circRNAs, especially from the perspective of alternative splicing, in response to energy stress in LUAD remains largely elusive.

Herein, by performing expression profiling of circRNAs in LUAD through microarray and glucose starvation assays, we found that hsa_circ_0072088 (circZFR) was significantly upregulated in LUAD tissues and was induced upon energy stress. CircZFR, associated with poor clinical outcome, promoted OXPHOS and cell proliferation in LUAD by stabilizing the heterogeneous nuclear ribonucleoprotein L-like (HNRNPLL) protein. Furthermore, transcript splicing analysis of RNA-seq data revealed the alternative splicing switch in *MYO1B* as a functional downstream target, and *MYO1B* full-length (MYO1B-fl) transcripts activated OXPHOS via AKT-mTOR signaling. Taken together, our findings demonstrated that circZFR exerted its effect on splicing regulation to support OXPHOS for metabolic adaptation, and could be a candidate target for antitumor therapy.

## Methods

### Patient specimens

All tumors and adjacent tissues were obtained by surgical resections from patients with LUAD without preoperative treatment at the Department of Thoracic Surgery, Nanjing Medical University Affiliated Cancer Hospital (Nanjing, China). Written informed consent was obtained from all the participants. The study was approved by the Ethics Committee of the Nanjing Medical University Affiliated Cancer Hospital and was carried out in accordance with the provisions of the Ethics Committee of Nanjing Medical University.

### Cell culture and transfection

Human LUAD cells (A549, HCC827, H1975, PC9) were obtained from the Stem Cell Bank, Chinese Academy of Sciences, and tested to ensure that they were mycoplasma-free. The cell lines were cultured in RPMI-1640 medium. For the glucose-deprivation assay, cells were cultured in high (10 mM) or low (2.5 mM) glucose. All siRNA, ASO, and miRNA mimics were purchased from RiboBio (China). The cells were transfected using Lipofectamine RNAiMax (Invitrogen, USA). For the expression vector, full-length cDNA of human circZFR was cloned into the expression vector pCD5-ciR and verified by sequencing (Geneseed Biotech, China). Flag-HNRNPLL, MYO1B-fl, and MYO1B-t vectors were designed as described previously [13, 14]. For the luciferase reporter vector, the circZFR sequence was cloned into the pmirGLO vector (Promega, USA). The ATP assay kit (MAK190, Sigma-Aldrich, USA) was used for cellular ATP quantification.

### RNA analysis and RT-PCR

Total RNA was extracted using TRIzol reagent (Invitrogen). The subcellular localization assay was performed using the PARIS kit (Ambion, USA). Genomic DNA was extracted using PureLink Genomic DNA Mini kit (Invitrogen), according to the manufacturer’s protocol. For RNase R digestion, 2 µg RNA was incubated for 30 min at 37 °C with 3U/µg of RNase R (Epicentre, USA). Total RNA was reverse transcribed using the PrimeScript RT Master Mix (Takara) and amplified using PowerUp SYBR Green Master Mix (Invitrogen). *GAPDH*, *ACTB*, and *snRNA U6* were used as internal standards. Primers and oligonucleotide sequences are listed in Supplementary Table S1.

### Cell proliferation, cell cycle, and apoptosis assays

Cell proliferation was evaluated using the real-time cell analyzer system (ACEA Biosciences, USA) and EdU kit (RiboBio) following the manufacturer’s instructions. For cell cycle analysis, cells were labeled with PI/RNase Staining Buffer (BD Biosciences, USA), and the DNA content was detected by flow cytometry (FACScan, BD Biosciences). For the cell apoptosis assay, cells were double-stained with annexin V-PE (BD Biosciences) and propidium iodide (PI) (Sigma) and analyzed using a FACS scan flow cytometer.

### Oxygen consumption

Cells (8,000 cells per well) were plated in XF 96-well microplates and incubated for 24 h at 37 °C in 5% CO_2_. OCR was measured using the XF96 Extracellular Flux Analyzer (Seahorse Bioscience, USA) according to the manufacturer’s protocol.

### RNA-seq analysis

For RNA-seq of circZFR knockdown, total RNA was extracted using TRIzol reagent (Invitrogen), and RNA quality was checked using Bioanalyzer 2200. cDNA libraries were prepared using the Ion Total RNA-Seq kit v2.0 (Life Technologies). The cDNA libraries were then processed for the Proton sequencing process. For RNA-seq of circRNA overexpression, sequencing libraries were generated using the NEBNext UltraTM RNA Library Prep kit (NEB, USA) for Illumina. The samples were analyzed on the cBot Cluster Generation System using the TruSeq PE Cluster kit v4-cBot-HS (Illumina, USA). After cluster generation, the prepared libraries were sequenced on an Illumina platform and paired-end reads were generated. After removing the adaptor sequences, reads with > 5% ambiguous bases, and low-quality reads, the clean reads were then aligned to the human genome (hg38). Batch effects were removed by SVA (R package) and differential expression was calculated using edgeR (R package). Gene set enrichment analysis (GSEA, http://software.broadinstitute.org/gsea) was performed using MSigDBv6. PROGENy (R package) was used for pathway signature analysis. The RNA sequencing data has been deposited in the Gene Expression Omnibus database (GSE193064).

### RNA immunoprecipitation and circRNA pull-down assay

For the RNA immunoprecipitation assay, the EZMagna RIP kit (Millipore, USA) was used, following the manufacturer’s protocol. For the circRNA pull-down assay, biotin-labeled circZFR probes were synthesized by RiboBio and the assay was performed as described previously. [15] Briefly, cell lysates were prepared in the IP lysis buffer and pre-cleared by incubation with streptavidin beads (65,001, Invitrogen) at 4 °C for 1 h. CircRNA probes immobilized on the streptavidin beads were then added to the cell lysates and incubated overnight at 4 °C. After washing five times, the beads were boiled in SDS buffer for protein elution and MS.

### Immunoprecipitation

Cells transfected with flag-HNRNPLL vectors were lysed in IP lysis buffer with protease inhibitors. MG132 (20 µM) was added before to inhibit HNRNPLL degradation. For immunoprecipitation, antibodies against flag (CST) were added to the lysates and incubated overnight at 4 °C with rabbit IgG (5 µg) as the negative control. Pierce Protein A/G Magnetic Beads (88,802, Thermo Scientific) were added and incubated for 1 h at room temperature.

### RNA-protein interaction prediction

Analysis of the binding sites of circZFR and *HNRNPLL* was performed as described previously. [15] Briefly, we used Mfold to calculate the lowest theoretical value of free energy for circZFR and then used 3dRNA to generate the 3D structure. The 3D model of circZFR was placed in HDOCK together with HNRNPLL (UniProt, Q8WVV9) for RNA/protein interaction simulation. Two atoms (one in RNA and the other in protein) were considered to be docked with each other if their distance was < 4 Å.

### Splicing quantification

Differential alternative splicing (AS) events were analyzed using rMATS (R package). Events with |PSI (percentage spliced in) | > 0.05, p < 0.05, and FDR < 0.1 were identified as significantly differentially expressed AS events. The RNA-seq datasets (ENCSR490DYI) from ENCODE were used to analyze HNRNPLL knockdown. DARTS was used for further deep learning-based validation.

### Western blotting

Western blotting was performed as described previously, [16] using the following primary antibodies: HNRNPLL (26769-1-AP, Proteintech, USA), MYO1B (sc-393,053, Santa Cruz Biotechnology, USA), FLAG (14,793 S, Cell Signaling Technology, USA), phospho-AKT (4060, Cell Signaling Technology), phospho-mTOR (5536T, Cell Signaling Technology), and β-actin (ab6276, Abcam, UK). Relative protein levels were analyzed by ImageJ.

### In vivo tumor growth assay

Animal experiments were conducted in accordance with the Institute for Laboratory Animal Research Guide for the Care and Use of Laboratory Animals, and the protocols were approved by the Animal Committee of Nanjing Origin Biosciences. Female BALB/c nude mice (4–6 weeks old; Beijing Vital River Laboratory Animal Technology, China) were used for the xenograft model. 5 × 10^**6**^ HCC827 cells transfected with circZFR stable overexpression or control vectors were suspended and injected into the flanks of mice. For the PDTX model, primary lung adenocarcinoma tissue samples were split into approximately 2 mm [17] pieces and directly implanted into the subcutaneous space. When the tumor reached approximately 200 mm [17] in size, mice were randomly divided into two experimental groups and received intratumoral injection of 10 nM negative control or ASO targeting circZFR twice per week for four weeks. After the mice were sacrificed, the tumors were weighed and processed for further histological analysis.

### Statistical analysis

Results are presented as mean ± standard deviation of the mean. Statistical analyses were performed using the SPSS 25 software (Abbott Laboratories, USA). The differences between two groups were assessed by Student’s t-test, and comparisons among three or more groups were first assessed by one-way analysis of variance (ANOVA), as indicated in the figure legends. The cut-off values for survival analysis were determined using the maxstat (R package). Results with a p value 0.05 or less were considered statistically significant.

## Results

### CircZFR is an upregulated circRNA in LUAD in response to energy stress

To screen for dysregulated energy stress-related circRNAs in lung adenocarcinoma (LUAD), we first analyzed our previous circRNA microarray data (GSE101586) and another circRNA expression profile (GSE1016840) in paired LUAD and adjacent normal tissues (Fig. 1a, left; Supplementary Fig. 1a, b). [18, 19] Unsupervised principal component analysis (PCA) performed on these datasets demonstrated that the tumor and normal groups were clearly separated (Supplementary Fig. 1c). In total, six significantly dysregulated circRNAs were identified (Fig. 1a, right). Focusing on energy stress-inducible circRNA, we further detected circRNA expression in LUAD cell lines by real-time polymerase chain reaction (RT-PCR) after glucose deprivation. After hsa_circ_0029426 and hsa_circ_0000662 were excluded due to nonspecific amplification, only hsa_circ_0072088 levels were significantly increased in both glucose-limited cell lines (Fig. 1b). Integrated analysis of microarray-derived circRNA and mRNA expression profiles (GSE101586) revealed that gene sets related to glycolysis and oxidative phosphorylation were significantly enriched in patients with high hsa_circ_0072088 expression (Fig. 1c). Moreover, hsa_circ_0072088 levels were positively correlated with starvation-related genes (Supplementary Fig. 1d).

**Fig. 1:**
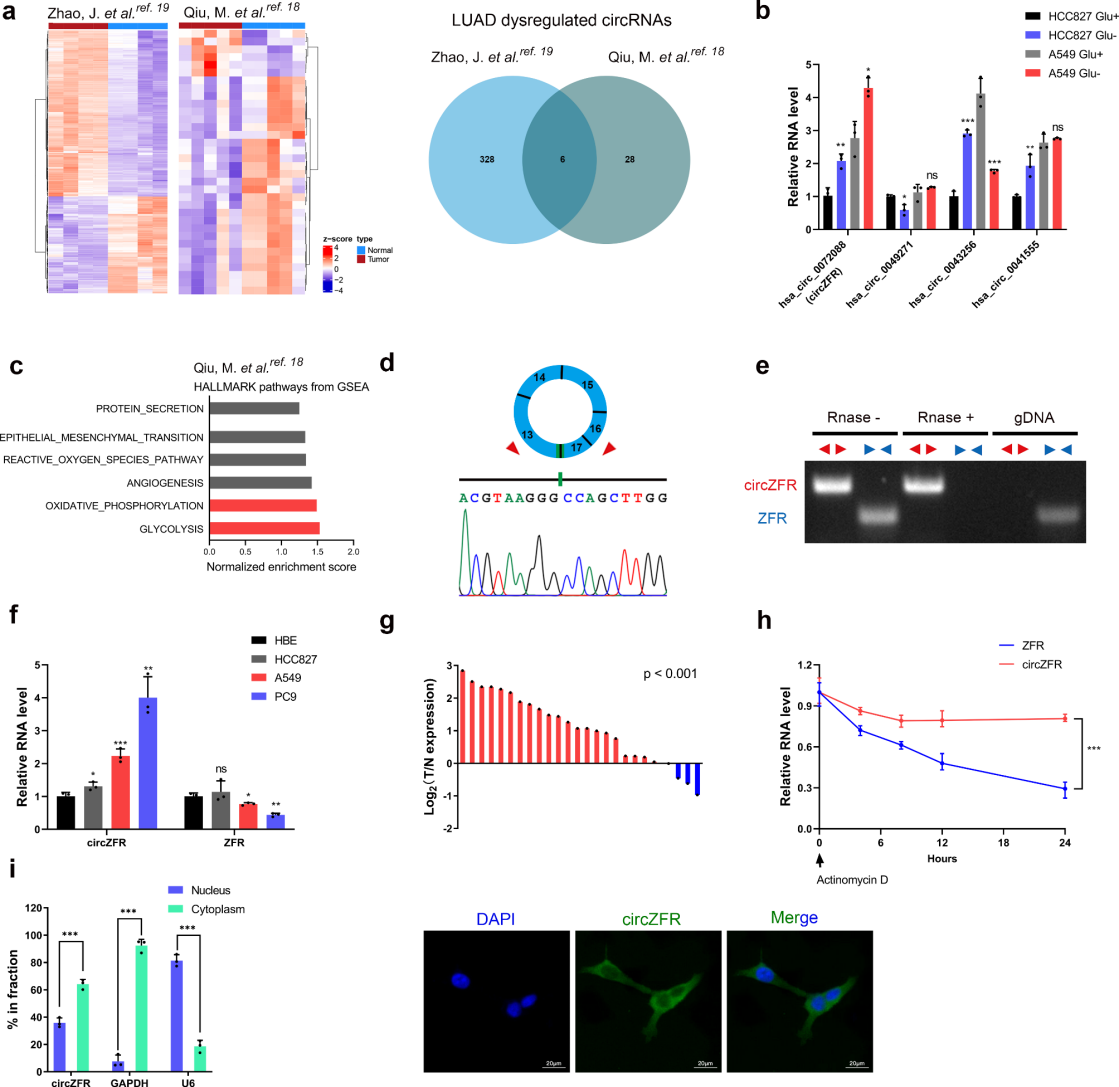
Characterization of circZFR as a circular RNA in response to glucose starvation in LUAD. **a** Heatmap of differentially expressed circRNAs between LUAD tissues and adjacent nontumor tissues in microarrays. (GSE101586, |log(Fold change)| > 1.5, p < 0.05; GSE1016840, |log (Fold change) | > 1, adjust.p < 0.05). Gene expression in z score-transformed value was shown (left). Pie chart showing dysregulated circRNAs in both microarrays (right). **b** Expression of candidate circRNAs in response to glucose limitation. Cells were cultured in high (10mM) or low (2.5mM) glucose. **c** Top 6 hallmark pathways from GSEA enriched in patients with high circZFR expression. **d** The genomic loci and validation of circZFR by Sanger sequencing. **e** Divergent and convergent primers were designed and the gene expression with or without RNase R treatment was detected by gel electrophoresis. gDNA, genomic DNA. **f** circZFR and *ZFR* mRNA expression in LUAD cell lines and human bronchial epithelioid cells. **g** Expression of circZFR in 25 paired LUAD samples were detected by RT-PCR. *ACTB* was used as a loading control. T tumor tissue, N nontumorous tissue. **h** RNA stability of circZFR and *ZFR*. **i** RT-PCR analysis of subcellular fractionation in the A549 cells (left). Confocal microscopy images of circZFR (green) in A549 cells (right). Nuclei was stained with DAPI (blue). Scale bars, 20 μm. Data are shown as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, two-tailed Student’s t test

Circularized by exon 13–17 of *ZFR* with a length of 693nt according to circBase (http://www.circbase.org), hsa_circ_0072088 was termed circZFR. The back-spliced junction of circZFR was confirmed by Sanger sequencing (Fig. 1d). RNase R assay verified that circZFR was resistant to digestion. In contrast, bands generated by convergent primers specifically amplifying linear *ZFR* mRNA disappeared after RNase R treatment (Fig. 1e). The genomic structure showed that circZFR was flanked by two introns containing Alu elements that facilitated the generation of circRNA (Supplementary Fig. 1e). [20] The exon sequences of circZFR, instead of reverse complementary intronic Alu elements, are highly conserved, hence the existence of circZFR was not detected in mouse cell lines (Supplementary Fig. 1f). To validate the microarray analysis, we assessed circZFR expression in LUAD cell lines and tissues. RT-PCR results revealed that circZFR, but not *ZFR*, was significantly upregulated in LUAD cell lines compared to human normal bronchial epithelial cell line (Fig. 1f). Consistently, circZFR RNA levels were increased in LUAD tissues (Fig. 1g; Supplementary Fig. 1g). Based on the data, HCC827 and A549 cells were selected for subsequent assays. Moreover, circZFR was more stable than *ZFR*, and its increased accumulation could be the consequence of energy stress (Fig. 1h). Cell fractionation PCR showed that circZFR was present in both cytoplasm and nucleus, as confirmed by fluorescence in situ hybridization (FISH) assays (Fig. 1i; Supplementary Fig. 1h). These results indicate that circZFR is a glucose starvation-induced circRNA that is aberrantly expressed in LUAD.

### CircZFR promotes OXPHOS to enhance cell proliferation in LUAD

Small interfering RNA (siRNA) specifically targeting the junction was designed to investigate the function of circZFR. 

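The siRNA sequence listed as si-circZFR in Supplementary Table S1, CCAAGCUGGCCCUUACGUCTT, was matched to the GRCh38 reference. *ZFR* lies on the minus strand of chromosome 5 from 32354350 to 32444740 and has 20 exons in the transcript used. Exons 13 to 17 span 32379115 to 32388674, lie in the coding sequence and add up to 693 bases, the length of circZFR. In the circle, the end of exon 17 is joined to the start of exon 13. Without its 2 overhanging bases, the sense strand CCAAGCTGGCCCTTACGTC has 19 bases. Its first 9 bases, CCAAGCTGG, are the last bases of exon 17 (chromosome 5, 32379115 to 32379123), and its other 10 bases, CCCTTACGTC, are the first bases of exon 13 (chromosome 5, 32388665 to 32388674). The 60 bases around the back-spliced junction, 30 on each side, read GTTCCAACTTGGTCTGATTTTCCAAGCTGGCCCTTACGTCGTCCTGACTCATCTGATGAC. The sense strand had 1 perfect match in the circle. The guide strand, GACGTAAGGGCCAGCTTGG, had at least 7 mismatches at every position of the linear *ZFR* transcript. Linear *ZFR* also holds both parts of the target, at separate places. The guide strand's first 10 bases pair in full with the start of exon 13 there, and its other 9 with the end of exon 17.

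**Figure D1:**
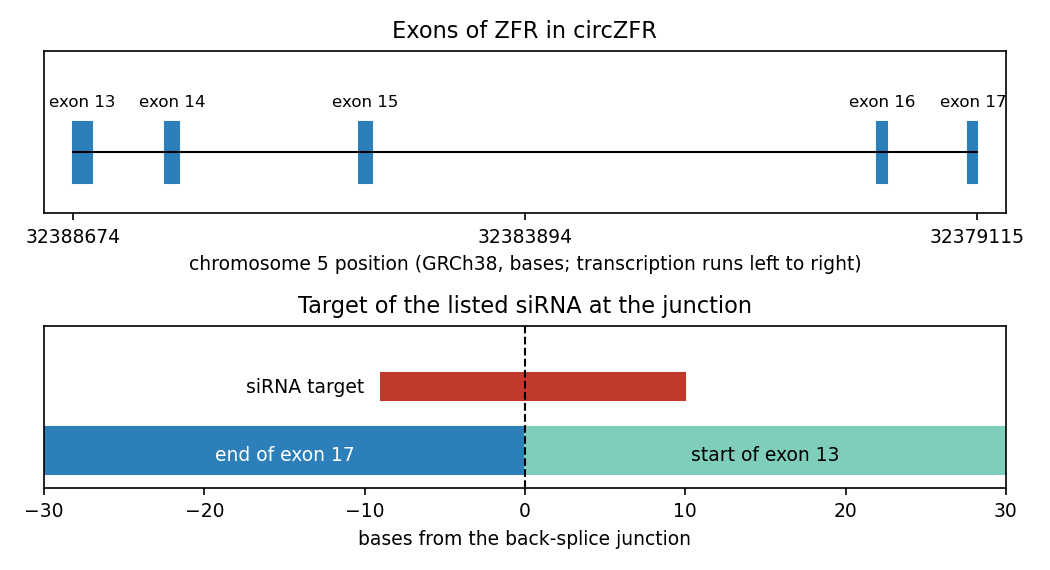
Exons 13 to 17 of *ZFR* on chromosome 5 of GRCh38, in bases and in the direction of transcription (top), and the listed siRNA's target at the back-spliced junction, in bases from the junction (bottom). The target covers 9 bases of exon 17 and 10 bases of exon 13.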

The siRNA effectively knocked down circZFR, whereas no detectable effects on *ZFR* expression were detected in HCC827 and A549 cells (Supplementary Fig. 2a). In contrast, the overexpression vector remarkably improved circZFR levels, whereas *ZFR* expression showed no obvious changes (Supplementary Fig. 2b). To elucidate the role of circZFR in LUAD, RNA-seq was performed and a total of 671 dysregulated genes (FDR < 0.05, |logFC| > 1) were detected after silencing circZFR in A549 cells (Fig. 2a, Supplementary Table S2). 

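For this experiment, RNA from 2 libraries of cells transfected with control siRNA (NC 1 and NC 2) and 2 libraries of cells transfected with circZFR siRNA (si-circZFR 1 and si-circZFR 2) was sequenced on the Ion Proton. A549 is a human LUAD cell line. The article and the study design name A549 cells, whereas the sample labels name H1299, another human lung cancer line, and give 24 h of transfection. The authors aligned the reads to the human genome (hg38) and deposited 1 RPKM value (reads on a gene, relative to its length and to the mapped reads of the library) for each of 40205 genes in each library. The aligner, the annotation and the handling of reads that map to several places are not named in the article's text, so values of genes with near-identical copies, such as ribosomal protein genes and their pseudogenes, are uncertain. The RPKM values were whole numbers of reads divided by a gene length and a library total, which gave back the totals. These were 11959335 reads for NC 1, 12816868 for NC 2, 11266089 for si-circZFR 1 and 11040050 for si-circZFR 2. Between 98.3% and 98.6% of each total lay on listed genes. Across genes, Pearson's r of the log2 values was 0.967 between the NC libraries, 0.978 between the si-circZFR libraries and 0.935 to 0.966 between libraries of different groups (genes are not independent replicates). The RPKM values were scaled between libraries by trimmed means, with factors from 0.904 for NC 2 to 1.11 for si-circZFR 2. A gene was tested when its RPKM was at least 1 in at least 2 libraries, which left 13885 genes. The test was limma on log2(scaled RPKM + 1) with Benjamini-Hochberg adjustment (FDR). Fold changes are on this scale, which understates the changes of low genes. With 2 libraries in each group, the precision of each mean rests on a single difference between replicates.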

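Of the 13885 genes tested, 8 passed FDR < 0.05 and |log2FC| > 1 by limma, 4 lower and 4 higher after silencing circZFR. Without adjustment, 3012 genes had p under 0.05, and 636 genes had |log2FC| above 1. The number changed with the settings. When genes above 1 CPM in at least 2 libraries were tested, 180 genes passed, and without a filter none did, with 3639 genes at an unadjusted p under 0.05. The alternative that moved the number most was limma-voom on the reads recovered from the RPKM values, chosen after the data were seen, with 368 genes. The lower genes in the main result were *VAMP3*, *ZFR*, *MDH1* and *TMEM185AP1*, and the higher genes included *TPM4*, *MIR4730* and *LOC100129096*. *TMEM185AP1* and *MIR4730* rested on few reads, 17, 21, 0 and 1 and 2, 2, 15 and 19 in NC 1, NC 2, si-circZFR 1 and si-circZFR 2. These 2 genes and *LOC100129096* are named because they passed, after their values were seen.
*ZFR*, the host gene of circZFR, had 1437 and 1740 reads in NC 1 and NC 2 and 284 and 267 in si-circZFR 1 and si-circZFR 2. Its scaled RPKM was 28.9 ± 4.16 (SD, n = 2) in NC and 4.94 ± 0.445 (SD, n = 2) in si-circZFR, a log2FC of -2.33 (standard error 0.17, FDR = 0.0388 by limma). The files do not separate reads of the circle from reads of linear *ZFR*, and the circle's 693 bases are 14.7% of the transcript. *VAMP3* (chromosome 1, 7771296 to 7781432) fell from 31.2 ± 3.75 to 2.62 ± 0.176 scaled RPKM (SD, n = 2 each), with a log2FC of -3.15 (standard error 0.17, FDR = 0.0259 by limma). Its 3′UTR holds the 7-mer CTGACTC at 2 places. *MDH1* (chromosome 2, 63588609 to 63607197), which encodes a malate dehydrogenase, fell from 132.9 ± 23.3 to 19.9 ± 3.92 (SD, n = 2 each), and its 3′UTR holds the shorter TGACTC once. The log2FC of *MDH1* was -2.68 (standard error 0.22, FDR = 0.0388 by limma). *TPM4* (chromosome 19, 16067021 to 16103002) rose from 37.2 ± 0.747 to 174.6 ± 6.45 (SD, n = 2 each), a log2FC of 2.20 (standard error 0.17, FDR = 0.0388 by limma). For each of these 4 genes, both si-circZFR libraries lay on one side of both NC libraries. Of all genes with a 3′UTR tested, 11.3% hold CTGACTC in it and 29.4% hold TGACTC. Among the 20 of them with the lowest log2FC, 7 hold CTGACTC and 11 hold TGACTC. Both sequences came out of a search for 3′UTR sequences that go with a lower log2FC in these same libraries. Their excess among the lowest genes, *VAMP3* and *MDH1* included, is therefore no independent support. The 3′UTR of *ZFR* holds neither, nor does that of *CD99*, whose log2FC of -4.56 did not pass.
Supplementary Table S2 lists the paper's 671 genes, 364 lower and 307 higher. Of these, 670 were found in the files and 649 were tested. All 649 changed in the paper's direction, 628 had an unadjusted p under 0.05, 390 had |log2FC| above 1 and 6 had FDR under 0.05 by limma. Across these genes, Pearson's r between the paper's logFC and the log2FC was 0.984 and Spearman's rho was 0.910. Among the paper's lower genes, 160 of 364 are annotated as pseudogenes, 96 of them pseudogenes of ribosomal protein genes, against 10 of 306 among the higher genes.

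**Figure D2:**
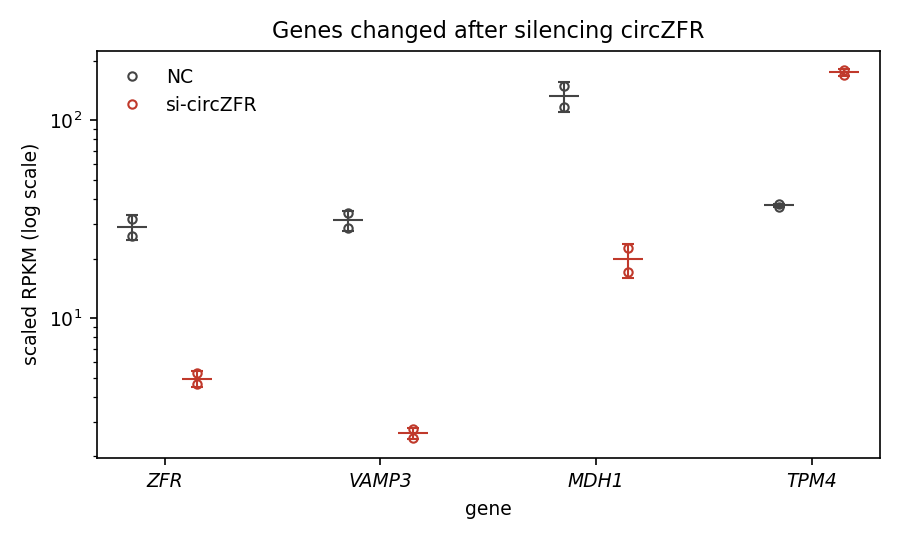
Scaled RPKM, on a log axis, of *ZFR*, *VAMP3*, *MDH1* and *TPM4* in the 2 NC and the 2 si-circZFR libraries. Points are libraries, horizontal lines are means and bars are SD (n = 2). *ZFR* lies at 28.9 in NC and 4.94 in si-circZFR.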

Gene set enrichment analysis (GSEA) revealed that biological processes, such as “cellular response to starvation”, “oxidative phosphorylation (OXPHOS)”, and “cell cycle” were significantly enriched in the circZFR-affected genes (Fig. 2b; Supplementary Fig. 2c). 

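The gene sets of MSigDB were not used here. Fixed lists of member genes took their place and were tested by limma's camera (preset correlation 0.01, two-sided, FDR over 8 lists). The median log2FC of 81 subunits of the OXPHOS complexes encoded in the nucleus was -0.42, with 73 lower after silencing circZFR (camera FDR = 3.43e-08). In 42 of them both si-circZFR libraries were below both NC libraries, and in 2 both were above (33.3% would be separated either way by chance). The 13 OXPHOS subunits encoded in mitochondrial DNA were all lower, with a median log2FC of -0.99 (camera FDR = 5.91e-06). No single OXPHOS gene passed FDR < 0.05 over all genes. Adjusted over the list alone, 3 of the 81 passed, and 28 had an unadjusted p under 0.05. The smallest p belonged to *ATP5I*, with a log2FC of -1.15 (standard error 0.17, FDR = 0.0759 by limma). *ATP5E* was lower at -1.13 (standard error 0.18, FDR = 0.0782 by limma).
Cytosolic ribosomal proteins, which belong to the response to starvation in many collections, had a median log2FC of -0.80 with 78 of 79 genes lower (camera FDR = 2.91e-21). Adjusted over the list alone, 26 of the 79 passed, and over all genes none did, with 46 at an unadjusted p under 0.05. The other 62 starvation response genes tested had a median of -0.16 with 40 lower (camera FDR = 0.0201). Their smallest p belonged to *TRIB3*, which was higher, with a log2FC of 1.23 (standard error 0.18, FDR = 0.076 by limma). For the cell cycle, genes of APC/C-mediated degradation had a median log2FC of -0.31 with 72 of 83 lower (camera FDR = 1.73e-06). S phase genes had a median of -0.15 with 36 of 43 lower (camera FDR = 0.00317), and G2/M genes had a median of -0.26 with 43 of 54 lower (camera FDR = 0.000585). None of these calls held when camera estimated the correlation between genes from the data (FDR = 0.437 for each list above) or under limma's fry (FDR from 0.2 to 0.255). In simulated lists whose genes shared deviations in each library (SD 0.3, log2), the preset correlation passed 15 of 20 lists without any shift, and the estimated correlation missed 19 of 20 lists shifted by a log2FC of 0.5. The SD was not matched to each list, so these rates need not hold for lists whose replicates lay closer, such as starvation. Scaling by library size alone moved the median of all 13885 genes from 0.01 to 0.15, and the medians of the starvation and S phase lists to 0.00. Relative to the other genes they were then -0.15 each, and the starvation list no longer passed (FDR = 0.0633).
The size of the differences depended on single libraries. The OXPHOS median was -0.14 without NC 2, the ribosomal protein median was -0.49 without NC 2, and the mitochondrial DNA median was -0.55 without si-circZFR 2. Without NC 2, the starvation, APC/C, S phase and G2/M medians were -0.071, -0.15, -0.086 and -0.17. Between the NC libraries themselves, the OXPHOS median was 0.43 and the ribosomal protein median 0.61 higher in NC 2. The log2FC also rose with transcript length (Spearman's rho 0.293 across 13885 genes, 0.161 without NC 2). Between libraries of the same group, rho was -0.343 for NC 2 against NC 1 and 0.0189 for si-circZFR 2 against si-circZFR 1. The OXPHOS and ribosomal protein transcripts are short, with median lengths of 1026 and 849 bases. After a correction for length and GC content in each library, the medians were -0.20 for OXPHOS (camera FDR = 0.00354) and -0.48 for ribosomal proteins (camera FDR = 1.04e-13). From the enrichment of OXPHOS among the affected genes, and because OXPHOS is held to sustain proliferation under glucose deprivation, the paper hypothesizes that circZFR promotes OXPHOS, which it then examined by oxygen consumption.

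**Figure D3:**
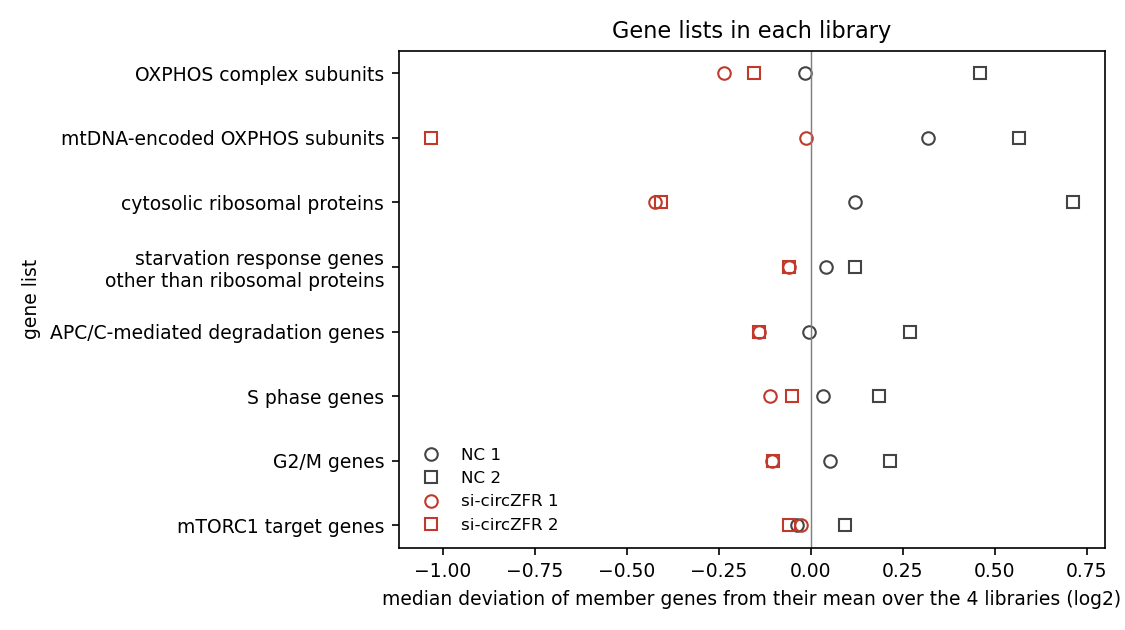
Median deviation of each list's member genes from their mean over the 4 libraries (log2), for NC 1, NC 2, si-circZFR 1 and si-circZFR 2. For OXPHOS complex subunits NC 2 lies at 0.46, NC 1 at -0.02, si-circZFR 1 at -0.23 and si-circZFR 2 at -0.15.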

OXPHOS is considered as the major process for optimal proliferation under glucose-deprived conditions. [21] Therefore, we hypothesized that circZFR induced by energy stress might directly promote OXPHOS in LUAD cells, which was subsequently validated by measuring the oxygen consumption rate (OCR). Knockdown of circZFR reduced the OCR in HCC827 and A549 cells (Fig. 2c, d). ATP is mainly generated by glucose via glycolysis or OXPHOS in cancer cells. [22] Cellular ATP levels were also repressed after circZFR downregulation (Fig. 2e). In gain-of-function assay, circZFR overexpression remarkably improved the OCR (Supplementary Fig. 2d) as well as ATP production (Supplementary Fig. 2e) in both LUAD cell lines.

**Fig. 2:**
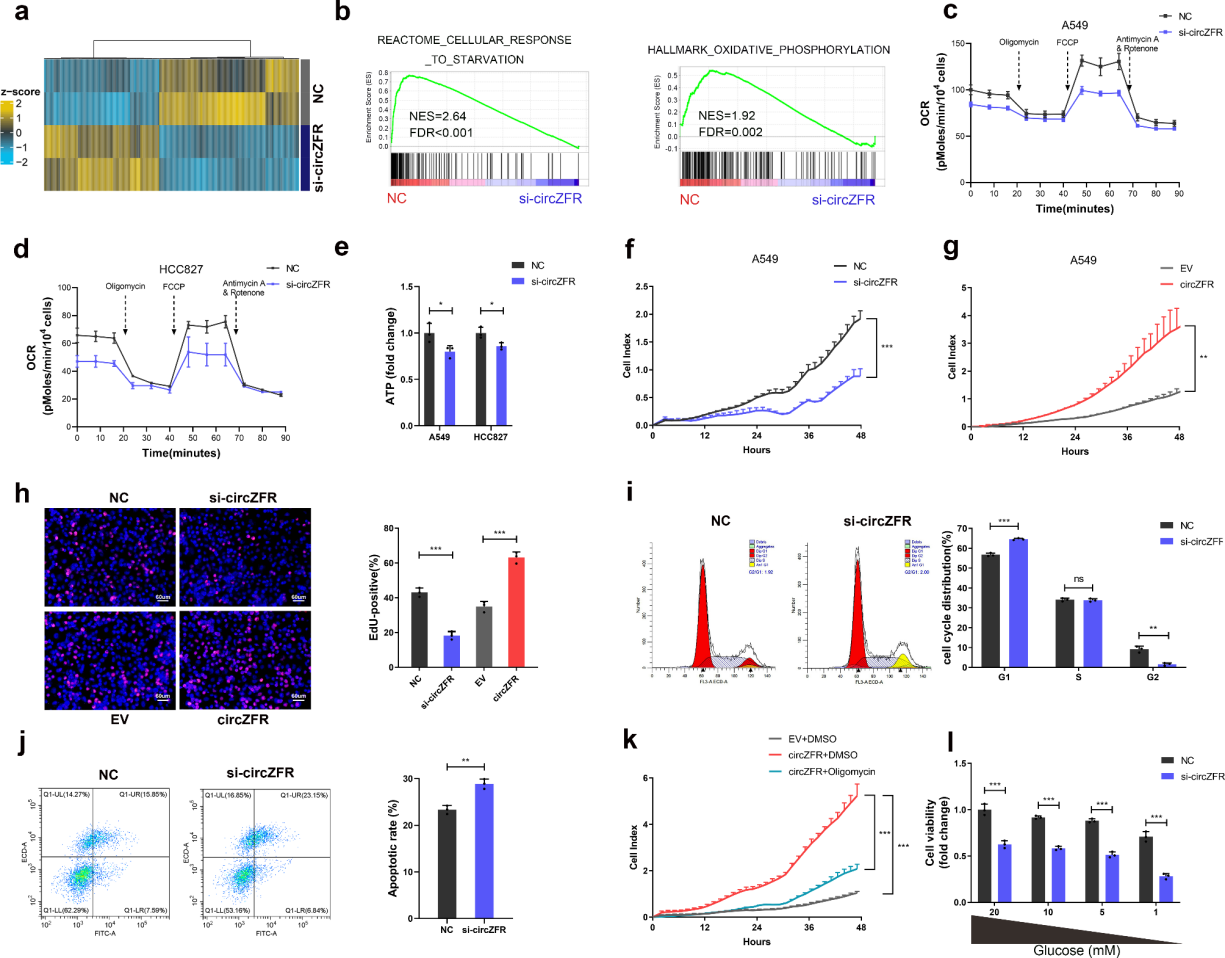
CircZFR is an oncogenic circRNA and promotes OXPHOS in vitro. **a** Heatmap of genes affected by circZFR identified using RNA-seq. **b** GSEA results used to identify the differential gene profiles. **c-e** Oxygen consumption rate (OCR) upon cells (**c, d**) and cellular ATP levels (**e**) were measured after transfecting with control or circZFR siRNA in A549 and HCC827. **f-j** CircZFR facilitated the proliferation of A549 cells shown by the RTCA (**f, g**), EdU (**h**), cell cycle (**i**) and apoptosis (**j**) assays. Cell numbers were determined using the ImageJ program. **k** Effect of oligomycin (200 nM) on A549 cell vitality detected by RTCA. **l** Cell viability of A549 cells treated as in (**l**). Data are shown as mean ± SD (n = 3) or typical photographs of one representative experiment. Similar results were obtained in three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001, ns, nonsignificant, two-tailed Student’s t test

The proliferation ability of HCC827 and A549 cells was significantly impaired after circZFR silencing as observed by real-time cell analyzer system (RTCA) and 5-ethynyl2’-deoxyuridine (EdU) proliferation assay (Fig. 2f-h). Conversely, ectopic expression of circZFR promoted cell viability (Supplementary Fig. 2f). Flow cytometry analysis showed that circZFR knockdown induced G1 phase cell cycle arrest and apoptosis (Fig. 2i, j; Supplementary Fig. 2g, h). Transwell and Matrigel assays revealed that circZFR enhanced the migration and invasion of A549 cells (Supplementary Fig. 2i, j). Additionally, oligomycin (an inhibitor of ATP synthase to block OXPHOS) treatment repressed circZFR-induced cell proliferation, and LUAD cells under glucose limitation were more sensitive to circZFR knockdown (Fig. 2k, l). Both loss-of-function and gain-of-function assays in vitro demonstrate that circZFR is a stress-induced circRNA that regulates OXPHOS to adapt to energy shortage in LUAD.

### CircZFR interacts with HNRNPLL

Due to the absence of long enough open reading frame and evidence from ribosome profiling analysis of circZFR (data not shown), [23] we eliminated the possibility that circZFR functioned by generating functional peptides. Recent studies have shown that majority of circRNAs act as miRNA sponges to modulate gene expression and circZFR has been reported to promote cancer progression based on ceRNA mechanism. [24, 25] However, AGO2 RNA immunoprecipitation assays (RIP) demonstrated that AGO2 did not recruit circZFR (Fig. 3a). After identifying the target miRNAs of circZFR using prediction tools, [26–28] we analyzed tumor suppressor miRNAs in LUAD from The Cancer Genome Atlas (TCGA) database and published literature (Supplementary Fig. 3a). Finally, 12 potential miRNAs were selected for luciferase reporter assays; however, none remarkably repressed the luciferase activity of circZFR (Fig. 3b; Supplementary Fig. 3b). These results strongly indicated that miRNA sponges might not be the predominant mechanism of circZFR. Hence, we designed biotin-labeled junction-specific probes and performed circRNA pull-down assay in combination with mass spectrometry (MS) to identify circZFR-interacting proteins. The most abundant protein retrieved by the circZFR probe was HNRNPLL, readily visualized by sensitive silver staining, and further confirmed by western blotting (Fig. 3c; Supplementary Fig. 3c). Flag-HNRNPLL RIP assay using A549 and HCC827 cell lysates also validated the interaction between circZFR and HNRNPLL (Fig. 3d; Supplementary Fig. 3d).

**Fig. 3:**
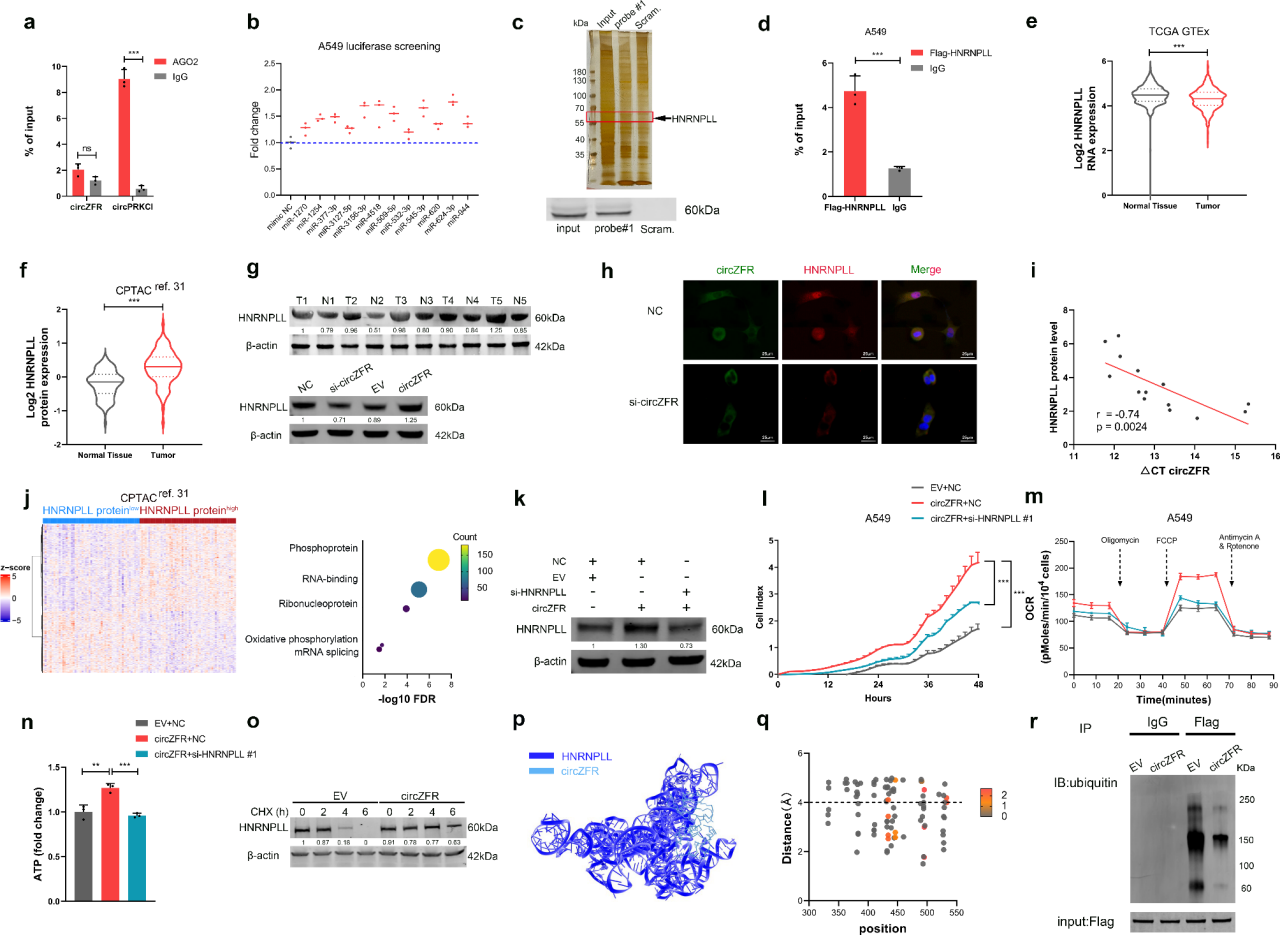
CircZFR stabilizes HNRNPLL to promote OXPHOS. **a** The enrichment of circRNAs was detected by RIP in A549 cells. circPRKCI was used as positive control. **b** Luciferase activity of circZFR transfected with candidate miRNA mimics. **c** Silver staining (upper panel) and western blotting (lower panel) of proteins retrieved by circZFR probe. Scramble probe was used as a negative control. **d** RT-PCR analysis of circZFR enriched by Flag-HNRNPLL proteins. **e** The *HNRNPLL* RNA levels in LUAD and normal lung tissues. **f** The HNRNPLL protein levels in LUAD and adjacent tissues from CPTAC cohort. **g** The HNRNPLL protein expression in lung tissues (upper panel) and the changes affected by circZFR (lower panel). **h** The fluorescence images of circZFR (green) and HNRNPLL (red) in A549 cells. Nuclei was stained with DAPI (blue). Scale bars, 25 μm. **i** Correlation analysis on circZFR RNA and HNRNPLL protein levels in LUAD tissues. ΔCT values were normalized according to *ACTB*. HNRNPLL protein levels was determined by western blotting and normalized according to β-actin. **j** Heatmap of differentially expressed genes (left) and top 5 biological processes from GO enriched (right) in the HNRNPLL protein^high^ patient group. **k-n** HNRNPLL protein expression (**k**), cell proliferation (**l**), OCR levels (**m**) and ATP levels (**n**) in A549 cells transfected with circZFR vector alone or co-transfected with HNRNPLL siRNA. **o** The expression kinetics of HNRNPLL in A549 cells treated with CHX and circZFR expression vector. **p** The predicted 3D model of circZFR and HNRNPLL by HDOCK software. **q** Ubiquitination site prediction and docking capability determined by distance on circZFR. **r** HNRNPLL ubiquitination treated with circZFR expression vector was assayed by immunoprecipitation. Data are shown as mean ± SD (n = 3) or typical photographs of one representative experiment. Similar results were obtained in three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001, two-tailed Student’s t test

### CircZFR stabilizes HNRNPLL protein to facilitate the progression of LUAD

Splicing factors such as hnRNP proteins regulate metabolic switch and play key roles in tumorigenesis, but the role of *HNRNPLL* in LUAD remains largely unknown. [29] We examined its expression in four independent cohorts of patients with LUAD (n = 1165) and observed reduced *HNRNPLL* RNA levels in tumor tissues compared to normal tissues (Fig. 3e; Supplementary Fig. 3e). [30–32] Conversely, the protein levels were elevated in tumor tissues and further confirmed by western blotting (Fig. 3f, g; Supplementary Fig. 3f). Since the RNA expression of *HNRNPLL* was irrelevant to its protein expression in tumor tissues (r = -0.17, FDR = 0.25; Supplementary Fig. 3g), we hypothesized that circZFR, upregulated in LUAD, might participate in the post-transcriptional regulation of *HNRNPLL*. Silencing of circZFR in both LUAD cell lines significantly reduced HNRNPLL protein levels without affecting the mRNA expression and vice versa (Fig. 3g, lower panel; Supplementary Fig. 3h, i). FISH results demonstrated that circZFR was relatively co-localized with HNRNPLL, and silencing of circZFR suppressed HNRNPLL protein expression, especially in the nucleus (Fig. 3h). The positive association between circZFR and HNRNPLL protein levels was also validated in LUAD tissues (Fig. 3i).

In support of the idea that *HNRNPLL* mediates the biological function of circZFR, we analyzed differentially expressed genes in the HNRNPLL protein^high^ and protein^low^ patients from the CPTAC cohort (Fig. 3j, left). Gene Ontology analysis showed enrichment, including OXPHOS and mRNA splicing, in patients with high levels of HNRNPLL protein expression(Fig. 3j, right). Kaplan–Meier survival analysis revealed that high levels of HNRNPLL protein indicated poor clinical outcomes (Supplementary Fig. 3j). Effective knockdown of *HNRNPLL* repressed cell proliferation (Supplementary Fig. 3k, l). Furthermore, silencing of *HNRNPLL* significantly reduced the elevated levels of protein expression, cell viability, OXPHOS, and ATP production after circZFR overexpression (Fig. 3k-n).

Since the increased HNRNPLL protein levels induced by circZFR were attributed to the prolonged half-life (Fig. 3o), we built a circZFR-HNRNPLL interaction model using distance-based approach to uncover the effect of circZFR on HNRNPLL protein stability (Fig. 3p). Several potential binding sites were predicted to be modified by ubiquitination (434 A, 446 A, 495 A, and 533 A, Fig. 3q), suggesting that circZFR could cover the ubiquitination sites of HNRNPLL to prevent protein degradation. As expected, we observed a significant decrease in ubiquitinated HNRNPLL after ectopic expression of circZFR, whereas circZFR vectors with a mutation in the binding sites abolished the effect on HNRNPLL ubiquitination and protein expression (Fig. 3r; Supplementary Fig. 3m, n). Thus, we conclude that circZFR enhances HNRNPLL protein stability by blocking ubiquitination and thereby elevated HNRNPLL protein levels mediate OXPHOS and tumor growth in LUAD.

### CircZFR modulates alternative splicing via *HNRNPLL*

It is reported that *HNRNPLL* induces T-cell activation by regulating alternative splicing. [13] A closely related protein, HNRNPL, has also been observed to facilitate tumorigenic capacity by controlling caspase-9 pre-mRNA processing in NSCLC. [33] RNA-seq analysis using shRNA against *HNRNPLL*, from the ENCODE project, revealed statistically enriched pathways including RNA splicing and cell cycle (Fig. 4a; Supplementary Fig. 4a). [34] To examine the role of circZFR in alternative splicing, we performed high-depth RNA-seq (> 30X) after circZFR overexpression in HCC827 cells (Supplementary Fig. 4b). [35] PCA on the RNA-seq data of circZFR knockdown and overexpression confirmed that the phenotypes observed above were on-target effects of circZFR (Supplementary Fig. 4c). Analysis of transcript splicing identified 1884 and 2450 splicing events that were significantly altered after circZFR overexpression and *HNRNPLL* knockdown, respectively (|PSI| > 0.05 and FDR < 0.1). We observed that exon skip events represent the majority (72.98% and 62.24%), which were further confirmed by deep-learning-based predictions (Fig. 4b, c; Supplementary Fig. 4d). Since high incidence of exon skip events, especially in LUAD, has been observed previously, we focused on these most promising alternative splicing events and found a significant overlap between skipped exons (SE) affected by circZFR and *HNRNPLL*, including *BPTF*, a reported target of *HNRNPLL* (Fig. 4d). [11, 36] Gene Ontology analysis of these overlapping genes revealed biological processes associated with alternative splicing and phosphoprotein (Supplementary Fig. 4e). Additionally, we noted a significant enrichment of *HNRNPLL* binding motifs around the introns of transcripts affected by circZFR, and the motifs in 5′ of cassette exons tended to promote their inclusion (Fig. 4e), in line with previous PAR-CLIP results. [37, 38] The data suggests that circZFR and *HNRNPLL* share a substantial number of downstream target SE and in general, have consistent effects on alternative splicing.

**Fig. 4:**
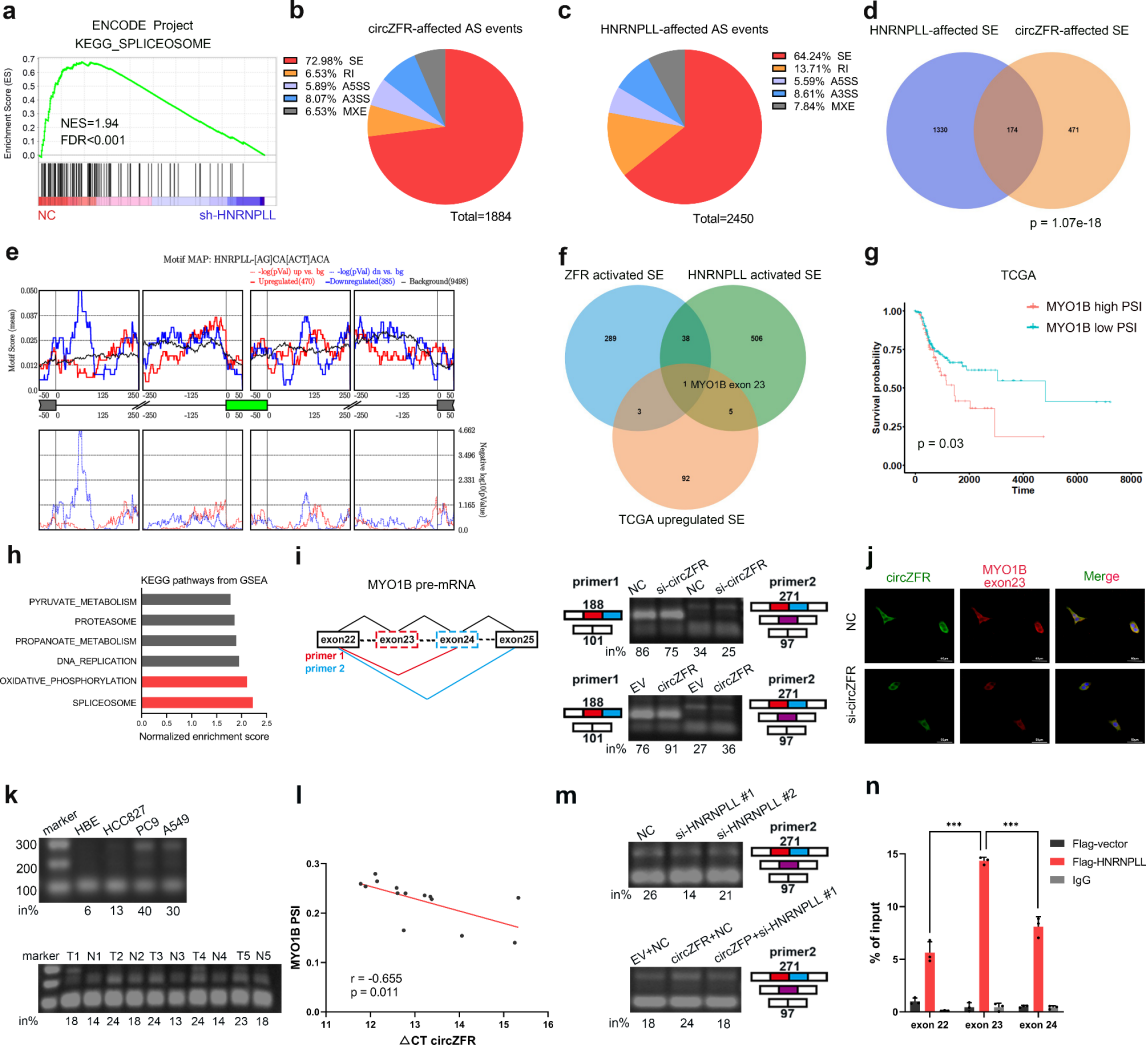
The effects of circZFR and *HNRNPLL* on alternative splicing of *MYO1B*. **a** GSEA results of the differential genes affected by *HNRNPLL* knockdown. **b, c** Distribution of alternative splicing events affected by circZFR (**b**) and *HNRNPLL* (**c**). SE skipped exon, RI retained intron, A5SS alternative 5’ splice site, A3SS alternative 3’ splice site, MXE mutually exclusive exons. **d** Venn diagram illustrating the overlap of altered exon skipping events upon circZFR overexpression or *HNRNPLL* depleting. P value was calculated by χ2 test. **e** HNRNPLL binding site analyses on alternatively spliced exons. **f** Pie chart showing the screening of potential functional target of both circZFR and *HNRNPLL.***g** Kaplan-Meier analysis of the DFI of the LUAD patients. **h** Top 6 hallmark pathways from GSEA enriched in patients with high *MYO1B* PSI scores from TCGA project. **i** Left: Diagram of the splicing variants of *MYO1B* mRNA and the primers for RT-PCR detection of exon 23 (primer 1) and exons 23 and 24 (primer 2) inclusion/exclusion. Right: RT-PCR validation of *MYO1B* exons upon knockdown or overexpression of circZFR in A549 cells. in%, percentage of inclusion. Red, exon 23, blue, exon 24, purple, exon 23/24. **j** The fluorescence images of circZFR (green) and *MYO1B* exon23 (red). Nuclei was stained with DAPI (blue). Scale bars, 50 μm. **k** Splicing pattern of *MYO1B* in LUAD cell lines (upper panel) and tissues (lower panel) as detected by RT-PCR. T, tumor tissue, N, nontumorous tissue. **l** Correlation analysis on circZFR and *MYO1B* PSI in LUAD tissues. **m** The effects of *HNRNPLL* on *MYO1B* exons in A549 cells. **n** Interaction of *MYO1B* exons and HNRNPLL examined by RT-PCR with RIP assays in A549 cells. Data are shown as mean ± SD (n = 3). Similar results were obtained in three independent experiments or typical photographs of one representative experiment. *p < 0.05, **p < 0.01, ***p < 0.001, two-tailed Student’s t test

To explore the functional target SE in LUAD, we observed the differential expression patterns of SE from TCGA datasets and noted exon 23 of *MYO1B* (myosin IB) as an inclusive exon in LUAD induced by both circZFR and *HNRNPLL* (Fig. 4f; Supplementary Fig. 4f-h). [11] Increased exon 23 inclusion was related to shorter survival time in LUAD (Fig. 4g). Both spliceosome and OXPHOS were significantly enriched in patients with high *MYO1B* PSI (percentage spliced in) scores and therefore we chose *MYO1B* as a potential target (Fig. 4h). The human *MYO1B* gene (NM_001130158) has 31 exons, of which exons 23 and 24 are subject to splicing regulation. RT-PCR using primers for exon 23 (primer 1) and exons 23 and 24 (primer 2) revealed that circZFR could promote exon 23 inclusion of *MYO1B* (Fig. 4i; Supplementary Fig. 4i). We then chose primer 2, which could amplify all exon-including or -skipping isoforms of *MYO1B*, for subsequent studies. FISH assay revealed that circZFR knockdown decreased MYO1B exon 23 levels (Fig. 4j). As expected, the transcript variants with exon 23 inclusion were increased in both LUAD cells and tissues, corresponding to circZFR expression (Fig. 4k, l; Supplementary Fig. 4j). Furthermore, *HNRNPLL* knockdown greatly decreased the inclusion levels of exon 23 and almost reversed the effect of circZFR overexpression (Fig. 4m; Supplementary Fig. 4k). To test the association between HNRNPLL and *MYO1B* transcripts, we performed RIP assay and observed approximately two-fold enrichment of exon 23 compared to adjacent exons (Fig. 4n; Supplementary Fig. 4l). Collectively, circZFR can regulate alternative splicing and facilitate *MYO1B* exon 23 inclusion via *HNRNPLL*.

### *MYO1B* splicing is a functional target of circZFR via AKT-mTOR signaling

During metabolic adaptation, AKT-mTOR signaling, the fundamental regulator of cancer metabolism and stress response, is induced to protect cells from death due to OXPHOS in various tumor types. [39, 40] As shown in Fig. 4i-k, *MYO1B* full-length transcripts containing both exons 23 and 24 (MYO1B full-length transcripts) were the dominant form (approximately 80%) of transcripts including exon 23. A previous study has shown that membrane-localized MYO1B full-length transcripts promote gliomagenesis via the AKT pathway. [14] 

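In the circZFR knockdown libraries, a list of 76 tested mTORC1 target genes had a median log2FC of -0.07 after silencing circZFR, with 42 lower and 34 higher. The list did not pass limma's camera (FDR = 0.23). Both si-circZFR libraries were below both NC libraries for 25 of the genes and above both for 17, where chance separates 33.3%. Over the 4 comparisons of a single si-circZFR library with a single NC library, the list's median ran from -0.17 to 0.03. It was 0.01 without NC 2, and -0.11 with pseudogenes, ribosomal protein genes and mitochondrial genes left out, where the list passed (camera FDR = 0.0367; over the other alternatives that give an FDR it ran from 0.0964 to 0.667). Scaled by library size alone, it was 0.10, or -0.05 relative to the other genes. No member passed FDR < 0.05 over all genes or when adjusted over the list alone, and 14 had an unadjusted p under 0.05. The smallest p belonged to *SHMT2*, at a log2FC of -0.94 (standard error 0.18, FDR = 0.0837 by limma), *PGAM1*, at -1.21 (standard error 0.23, FDR = 0.0877 by limma), and *SQSTM1*, at -1.30 (standard error 0.29, FDR = 0.102 by limma). Pathway scores from PROGENy and the data for *HNRNPLL* knockdown were not analysed here.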

Considering that AKT-mTORC1 signaling was significantly enriched in circZFR, *HNRNPLL*, and MYO1B-fl-associated genes (Supplementary Fig. 5a, b), we constructed full-length and truncated MYO1B EGFP-vectors (named MYO1B-fl and MYO1B-t, respectively) to validate whether the AKT-mTORC1 pathway serves as a downstream target. FISH assay showed that MYO1B-fl was preferentially located in the cytomembrane, whereas MYO1B-t was distributed in the cytoplasm (Fig. 5a). Knockdown of MYO1B-fl inhibited OXPHOS and cell viability (Fig. 5b, c; Supplementary Fig. 5c-e). Ectopic expression of MYO1B-fl, but not MYO1B-t, increased AKT and mTOR phosphorylation, which were repressed by siRNA targeting MYO1B exon 23 (Fig. 5d), suggesting that MYO1B isoforms differ in subcellular localization and MYO1B-fl promotes LUAD progression. CircZFR, therefore, might serve as an activator of AKT-mTORC1 signaling under glucose deprivation by modulating MYO1B splicing. We then verified that circZFR induced MYO1B-fl, phospho-AKT, and phospho-mTOR protein expression (Fig. 5e; Supplementary Fig. 5f). Rescue experiments revealed that silencing MYO1B-fl significantly repressed the increased MYO1B exon 23 inclusion, OXPHOS rates, cellular ATP levels, cell proliferation, MYO1B-fl protein expression, AKT-mTORC1 phosphorylation levels, and migration after *HNRNPLL* or circZFR overexpression (Fig. 5f-o; Supplementary Fig. 5g, h). Taken together, we demonstrate that circZFR promotes *MYO1B* exon 23 inclusion to regulate OXPHOS and enhance tumor progression through AKT-mTORC1 signaling. Additionally, knockdown of circZFR, *HNRNPLL*, and MYO1B-fl, which were all induced by glucose limitation, markedly impaired tolerance to energy stress, emphasizing the dependence of the circZFR-HNRNPLL-MYO1B-fl axis in the harsh environment of LUAD (Supplementary Fig. 5i, j).

**Fig. 5:**
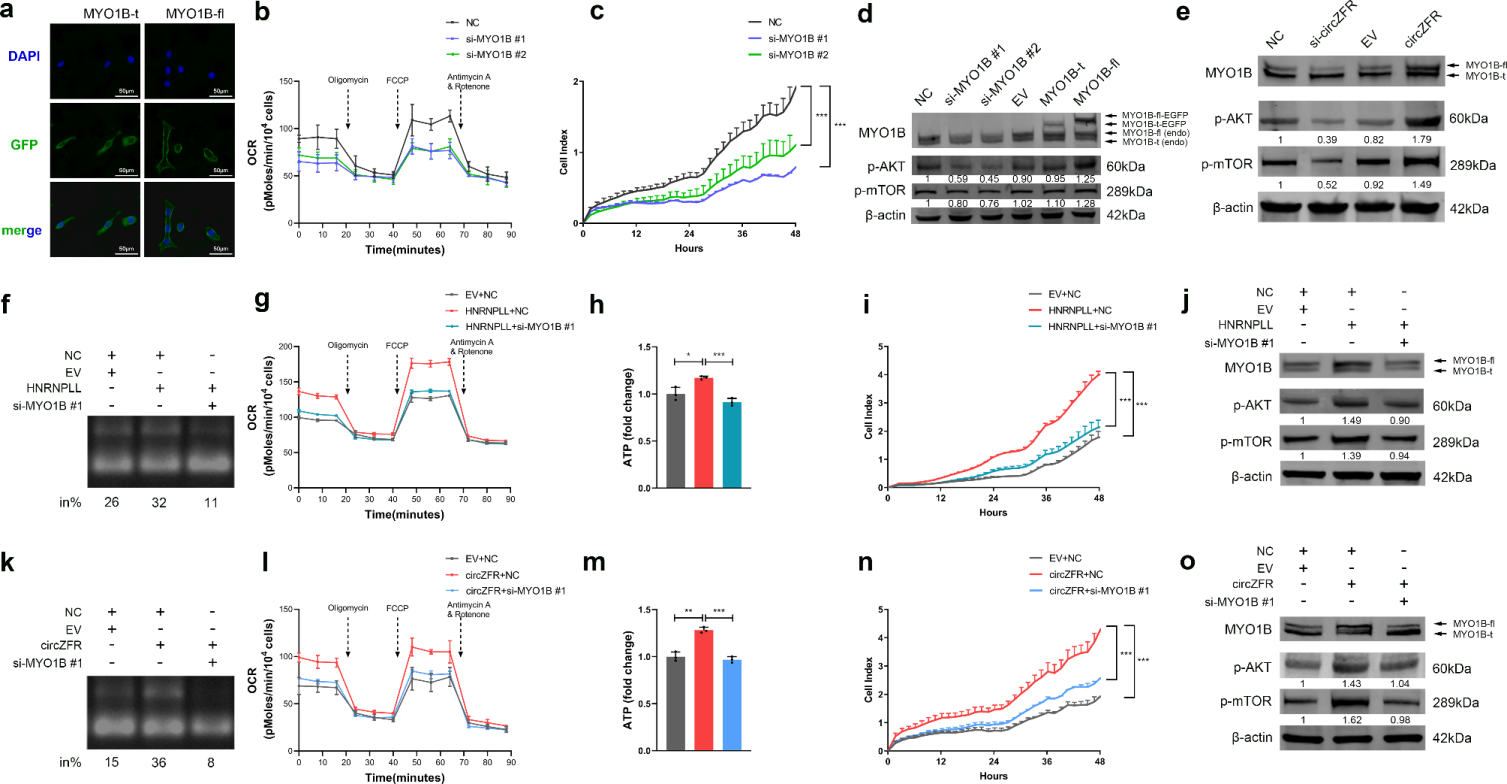
MYO1B-fl partially recapitulates the biological function of circZFR via AKT-mTOR signaling. **a** Subcellular distribution of different *MYO1B* isoforms. Nuclei was stained with DAPI (blue). Scale bars: 50 μm. **b, c** The changes of OCR levels (**b**) and cell vitality (**c**) in A549 cells after transfecting with control or MYO1B-fl siRNAs. **d** Western blot of the indicated proteins in the extracts of A549 cells. **e** The protein levels of MYO1B-fl, phospho-AKT and phospho-mTOR induced by circZFR in A549 cells. **f-j***MYO1B* exons (**f**), OCR levels (**g**), cellular ATP (**h**), cell proliferation (**i**) and protein expression (**j**) in A549 cells transfected with HNRNPLL vector alone or co-transfected with *MYO1B* siRNA. **k-o***MYO1B* exons (**k**), OCR levels (**l**), cellular ATP (**m**), cell proliferation (**n**) and protein expression (**o**) in A549 cells transfected with circZFR vector alone or co-transfected with *MYO1B* siRNA. Data are shown as mean ± SD (n = 3). Similar results were obtained in three independent experiments or typical photographs of one representative experiment. *p < 0.05, **p < 0.01, ***p < 0.001, ANOVA followed by Tukey’s test

### CircZFR expression correlates with poor clinical prognosis

We next performed a tissue microarray (TMA) using 92 pairs of LUAD tissues and adjacent non-tumor tissues to explore the clinical relevance of circZFR. Kaplan–Meier survival analysis demonstrated that patients with LUAD with high circZFR immunoreactive scores had a significantly shorter overall survival time (HR = 1.93, p = 0.0049; Fig. 6a). Univariate and multivariate regression analyses revealed that circZFR expression was an independent prognostic factor in patients with LUAD (HR = 2.07, p = 0.038; Fig. 6b; Supplementary Fig. 6a). Additionally, we found that circZFR levels were upregulated in tumors and positively correlated with higher T stage (Fig. 6c; Supplementary Fig. 6b, c). Collectively, circZFR is highly expressed in LUAD tissues, contributing to poor outcomes.

**Fig. 6:**
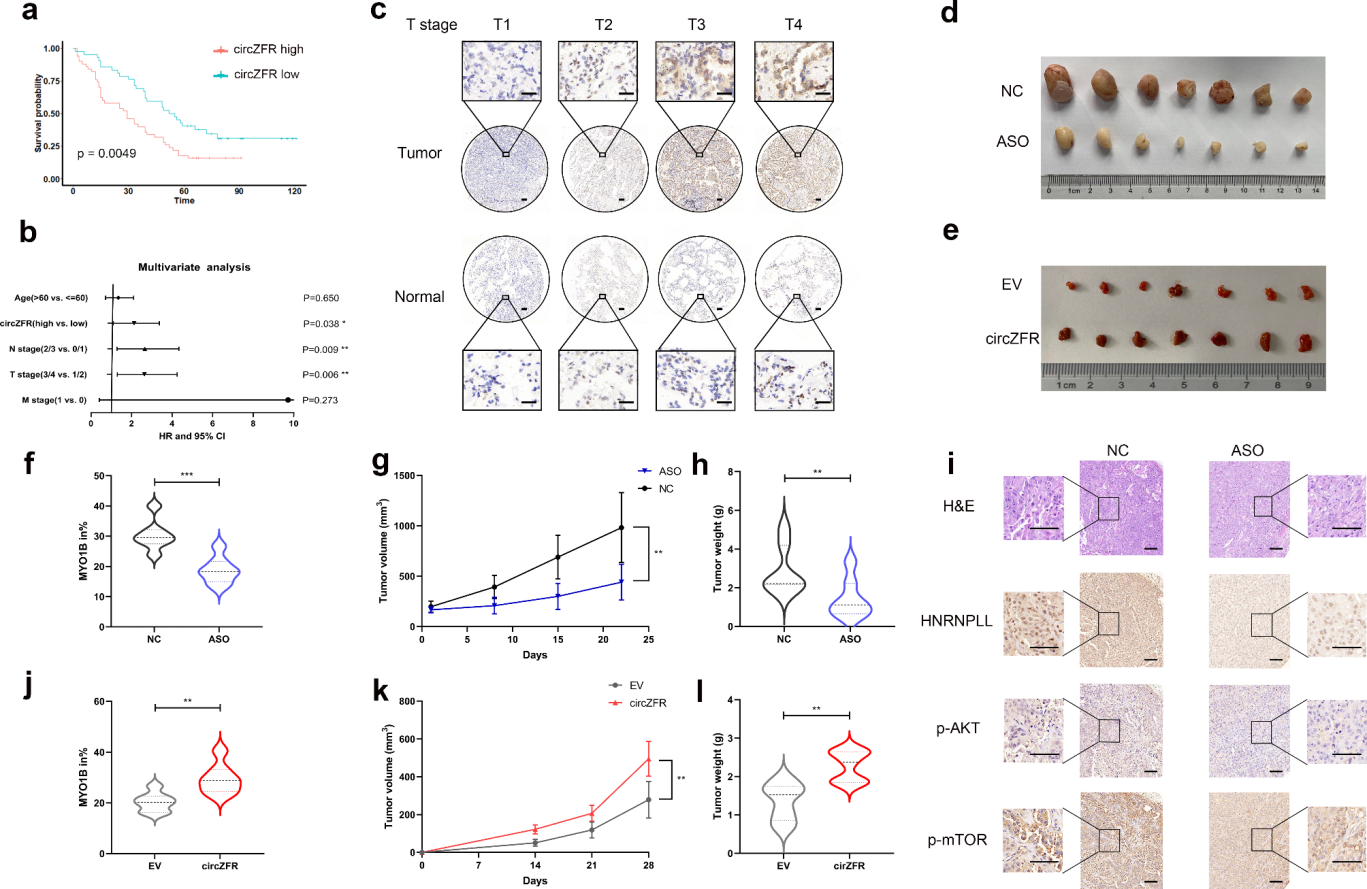
CircZFR promotes tumor growth in vivo. **a** Survival was analyzed and compared between patients with high and low levels of circZFR. **b** Multivariable analysis of circZFR in LUAD TMA. **c** The expression of circZFR analyzed by CISH in TMA was correlated with T stage. Scale bar indicates 100 μm. **d, e** Representative data of xenograft tumors isolated from PDTX models (**d**) and tumors in nude mice-bearing HCC827 cells (**e**). **f**-**h** The inclusion levels of *MYO1B* exon23 (**f**), volumes (**g**) and weights (**h**) in xenograft tumors isolated from PDTX models. (n = 7 mice per group). **i** Multi-label IHC staining of H&E, HNRNPLL, phospho-AKT and phospho-mTOR. Scale bar indicates 100 μm. **j-l** The inclusion levels of *MYO1B* exon23 (**j**), volumes (**k**) and weights (**l**) of subcutaneous xenograft tumors isolated from nude mice (n = 7 mice per group). Data are shown as mean ± SD (n = 7). *p < 0.05, **p < 0.01, two-tailed Student’s t test

To validate the biological function of circZFR in vivo, we injected circZFR antisense oligonucleotide (ASO) into the established patient-derived tumor xenograft (PDTX) model and observed that ASO targeting circZFR significantly attenuated tumor growth as well as the inclusion of *MYO1B* exon 23 (Fig. 6d, f-h). Multi-label immunohistochemistry (IHC) showed that tumor tissues injected with ASO exhibited fewer *HNRNPLL*, phospho-AKT, and phospho-mTOR positive cells (Fig. 6i). In contrast, tumors with stable overexpression of circZFR grew more rapidly and had increased inclusion of *MYO1B* exon 23 (Fig. 6e, j-l). The preclinical models suggest that circZFR could be a potential therapeutic target for LUAD.

## Discussion

Previous studies have demonstrated that circRNAs play an important role in cancer metabolism; however, their potential involvement in energy stress is poorly defined, particularly in lung adenocarcinoma. [41] By performing microarray analysis and glucose-deprivation experiments, we identified that circZFR was upregulated in LUAD and induced by glucose limitation. GSEA analysis of circZFR-affected genes indicated significantly enriched processes in OXPHOS and the cell cycle, further validated by both gain-of-function and loss-of-function assays. Mechanistically, circZFR stabilized the HNRNPLL protein to regulate alternative splicing, such as *MYO1B*. The full-length transcripts of *MYO1B* stimulated AKT-mTOR signaling to facilitate OXPHOS and supported cell proliferation under energy stress. RT-PCR and chromogenic in situ hybridization (CISH) results suggested that circZFR expression was increased in tumors and acted as an independent prognostic factor in patients with LUAD. The identification that circZFR serves an oncogenic role by modulating alternative splicing to regulate OXPHOS is a breakthrough in cancer research.

In contrast to the classical Warburg effect that malignant tissues switch from oxidative metabolism to glycolysis even in the presence of oxygen, recent studies have demonstrated that non-small cell lung tumors enhance both glycolysis and OXPHOS simultaneously, relative to adjacent normal tissues, to promote lung cancer progression. [4, 42] During tumor development, energy deficiency exerts selective pressure and cancer cells rely on OXPHOS to adapt to energy stress, emphasizing the role of OXPHOS in metabolic reprogramming. [6, 43] Previous studies on glucose adaptation mainly focused on changes in glycolysis, [44] but our RNA-seq data and OCR assay results revealed that OXPHOS, promoted by circZFR, enhanced cell vitality. Mechanistically, AKT-mTORC1 signaling was evaluated as a downstream effector by RNA-seq, western blotting, and IHC. Although AKT signaling has been considered to facilitate aerobic glycolysis in cancer cells, abnormal activation of the AKT pathway can induce mTORC1 to promote OXPHOS for the challenge of glucose limitation, in addition to stimulating glucose transporters. [40, 45, 46] To date, the only known circRNA that modifies OXPHOS is circNFATC3 in breast and ovarian cancer cells; however, the mechanism is unknown. [47] Our study provides new insights into the regulation of OXPHOS by circRNAs to affect tumor progression.

Proteogenomic studies of LUAD reveal that only 22% of the proteins exhibit significant positive correlations with the corresponding RNA. [32] In the present study, we observed an opposite pattern of expression between *HNRNPLL* RNA and protein in LUAD. Further immunoprecipitation assays showed that circZFR protected HNRNPLL from ubiquitination-mediated protein degradation, and thus, tumor-upregulated circRNAs could function as stabilizers of oncoproteins, expanding the horizon of post-transcriptional regulation in cancer. Additionally, enrichment analysis of genes whose RNA levels are poorly related to corresponding protein levels shows processes including OXPHOS and spliceosome, [32] in line with our results of *HNRNPLL*.

Various tumors are highly dependent on aberrant splicing for cell survival, and several circRNAs play key roles in the regulation of alternative splicing. For example, circURI1 modulates RNA splicing by sequestering hnRNPM in gastric cancer. [48] Here, we identified that the splicing factor *HNRNPLL* bound to circZFR, as observed by circRNA pull-down and RIP assays. *HNRNPLL* has been reported to be a critical regulator of CD45 alternative splicing, and our study expands its role in LUAD. [13] Joint alternative splicing analysis of RNA-seq revealed significant overlap with circZFR-affected and HNRNPLL-affected exon skipping events, although the RNA-seq data of *HNRNPLL* from ENCODE dataset was obtained from HepG2 hepatocellular carcinoma cells. Furthermore, motif analysis of circZFR-affected exon skipping events demonstrated enriched *HNRNPLL* target sites located preferentially in the 5′ of cassette exons and tended to facilitate their inclusion, consistent with recent findings. [37].

Therapeutic strategies based on metabolic alterations in cancer are attracting increasing attention. However, clinical trials targeting glycolysis have failed to reduce tumor growth, [49] highlighting the metabolic plasticity by which tumor cells switch from glycolysis to OXPHOS to adapt to metabolic challenges. In our study, injection of ASO targeting circZFR in the established PDTX model significantly reduced tumor size mediated by AKT-mTOR signaling, revealing the therapeutic potential of OXPHOS inhibitors. A previous study revealed that *ZFR* was a PI3K pathway independent survival gene in breast cancer. [50] Thus, drugs targeting the exons of circZFR to repress both *ZFR* and circZFR simultaneously could be a simple and effective strategy to inhibit tumor growth.

## Conclusions

Our results uncovered circZFR as a novel regulator of OXPHOS for adaptation to energy stress. CircZFR promoted OXPHOS and cell proliferation by stabilizing the HNRNPLL protein to modulate alternative splicing such as *MYO1B*, resulting in the activation of the AKT-mTOR pathway (Fig. 7). The study sharpens the understanding of metabolic reprogramming in cancer and allows the development of potential drug targets for LUAD.

**Fig. 7:**
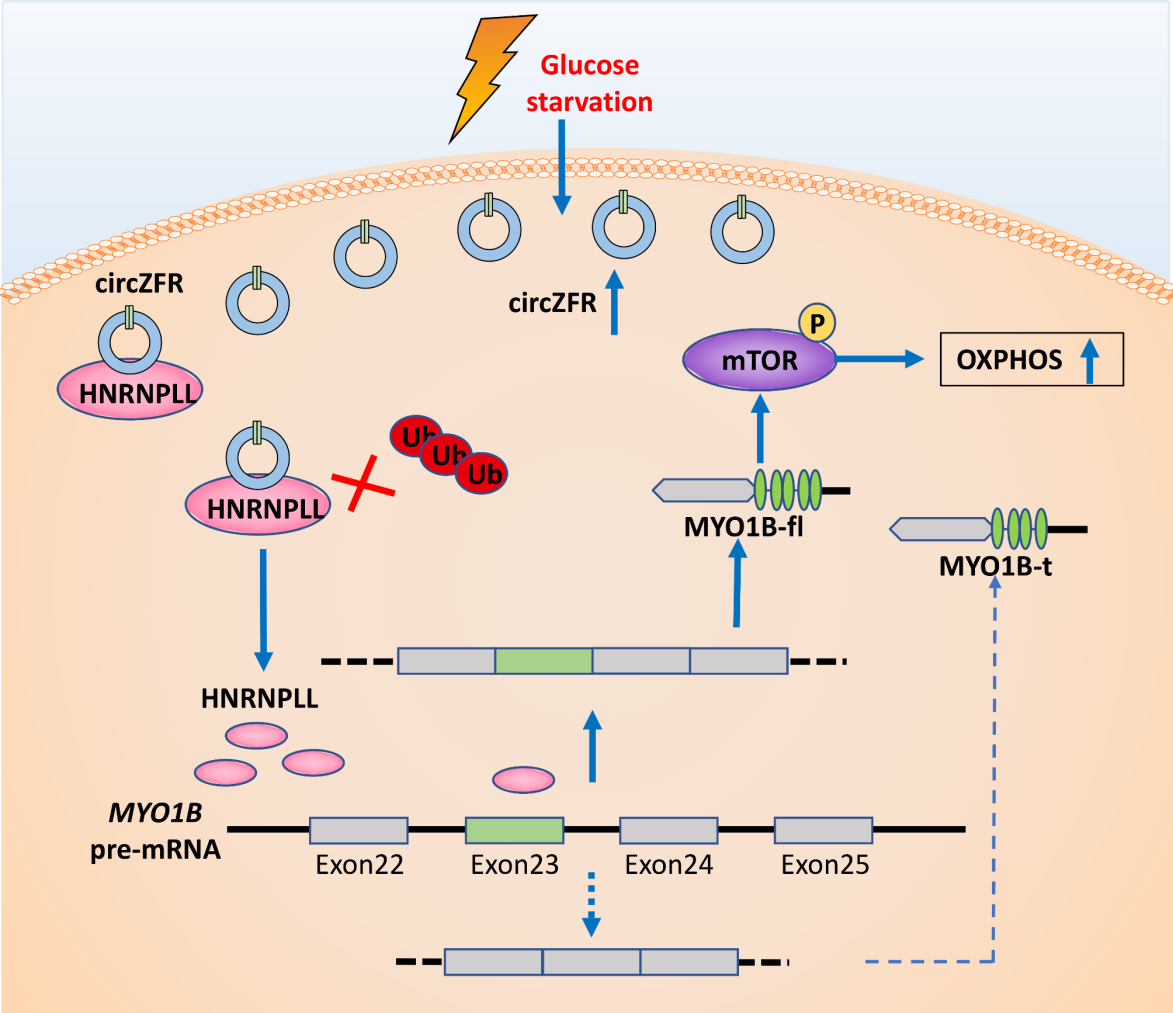
Graphical illustration of mechanism in LUAD progress. The elevated circZFR levels upon glucose stress protect HNRNPLL protein from degradation by ubiquitination, which promotes the inclusion of *MYO1B* exon 23 to enhance OXPHOS via AKT-mTOR signaling to promote tumor growth

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Additional file 1: Supplementary Figure 1-6.docx

Additional file 2: Supplementary Table S1-S2.xlsx

## Data Availability

The sequence data used in this study are publicly available in Gene Expression Omnibus (GEO) at GSE193064, GSE101586, GSE1016840 and GSE140343. The data from The Cancer Genome Atlas project that were analyzed in this study were obtained at https://gdc.cancer.gov/. The RNA-seq data after shRNA-mediated knockdown of *HNRNPLL* (accession no. ENCSR490DYI) were available at ENCODE (https://www.encodeproject.org/).

## Abbreviations

CircRNA: Circular RNA
HNRNPLL: Heterogeneous nuclear ribonucleoprotein L-like
LUAD: Lung adenocarcinoma
MYO1B: Myosin IB
NSCLC: Non-small cell lung cancer
OXPHOS: Oxidative phosphorylation

# Supplementary material for: Energy stress-induced circZFR enhances oxidative phosphorylation in lung adenocarcinoma via regulating alternative splicing
**Source:** J Exp Clin Cancer Res. 2023 Jul 17;42:169. doi: 10.1186/s13046-023-02723-z
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figure 1-6.docx

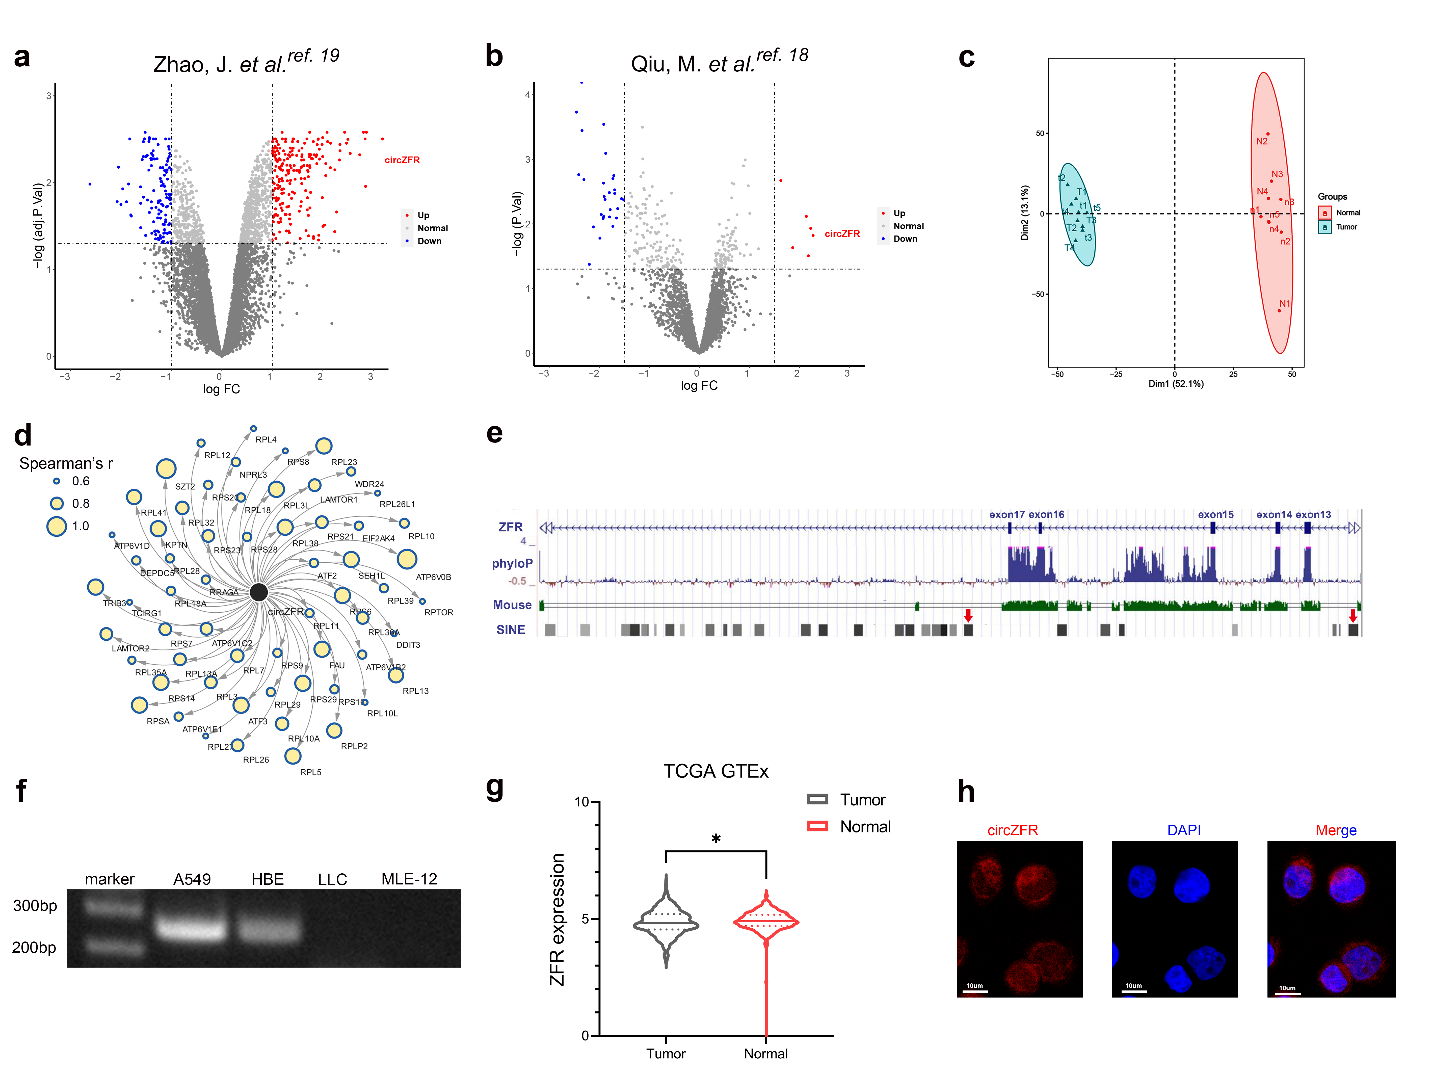

**Supplementary Figure 1. Characterization of circZFR.**

**a, b** Volcano plot showed dysregulated circRNAs in two circRNA microarrays. **c** PCA of circRNA microarrays. Ellipses represent 95% confidence regions. **d** Co-expression network of circZFR with starvation related genes defined by REACTOME_CELLULAR_RESPONSE_TO_ STARVATION gene set. A round node represented a protein-coding gene. Lines between two nodes indicate interactions between two genes. **e** Homology of *ZFR* across species from the UCSC database. SINE short interspersed nuclear elements. **f** circZFR expression in human and mouse cell lines detected by electrophoresis. **g** Confocal microscopy images of circZFR (red) in HCC827 cells. Nuclei was stained with DAPI (blue). Scale bars, 10 μm. **h** Expression levels of *ZFR* in TCGA and GTEx datasets. Data are shown as mean ± SD. *p < 0.05, Wilcox test.

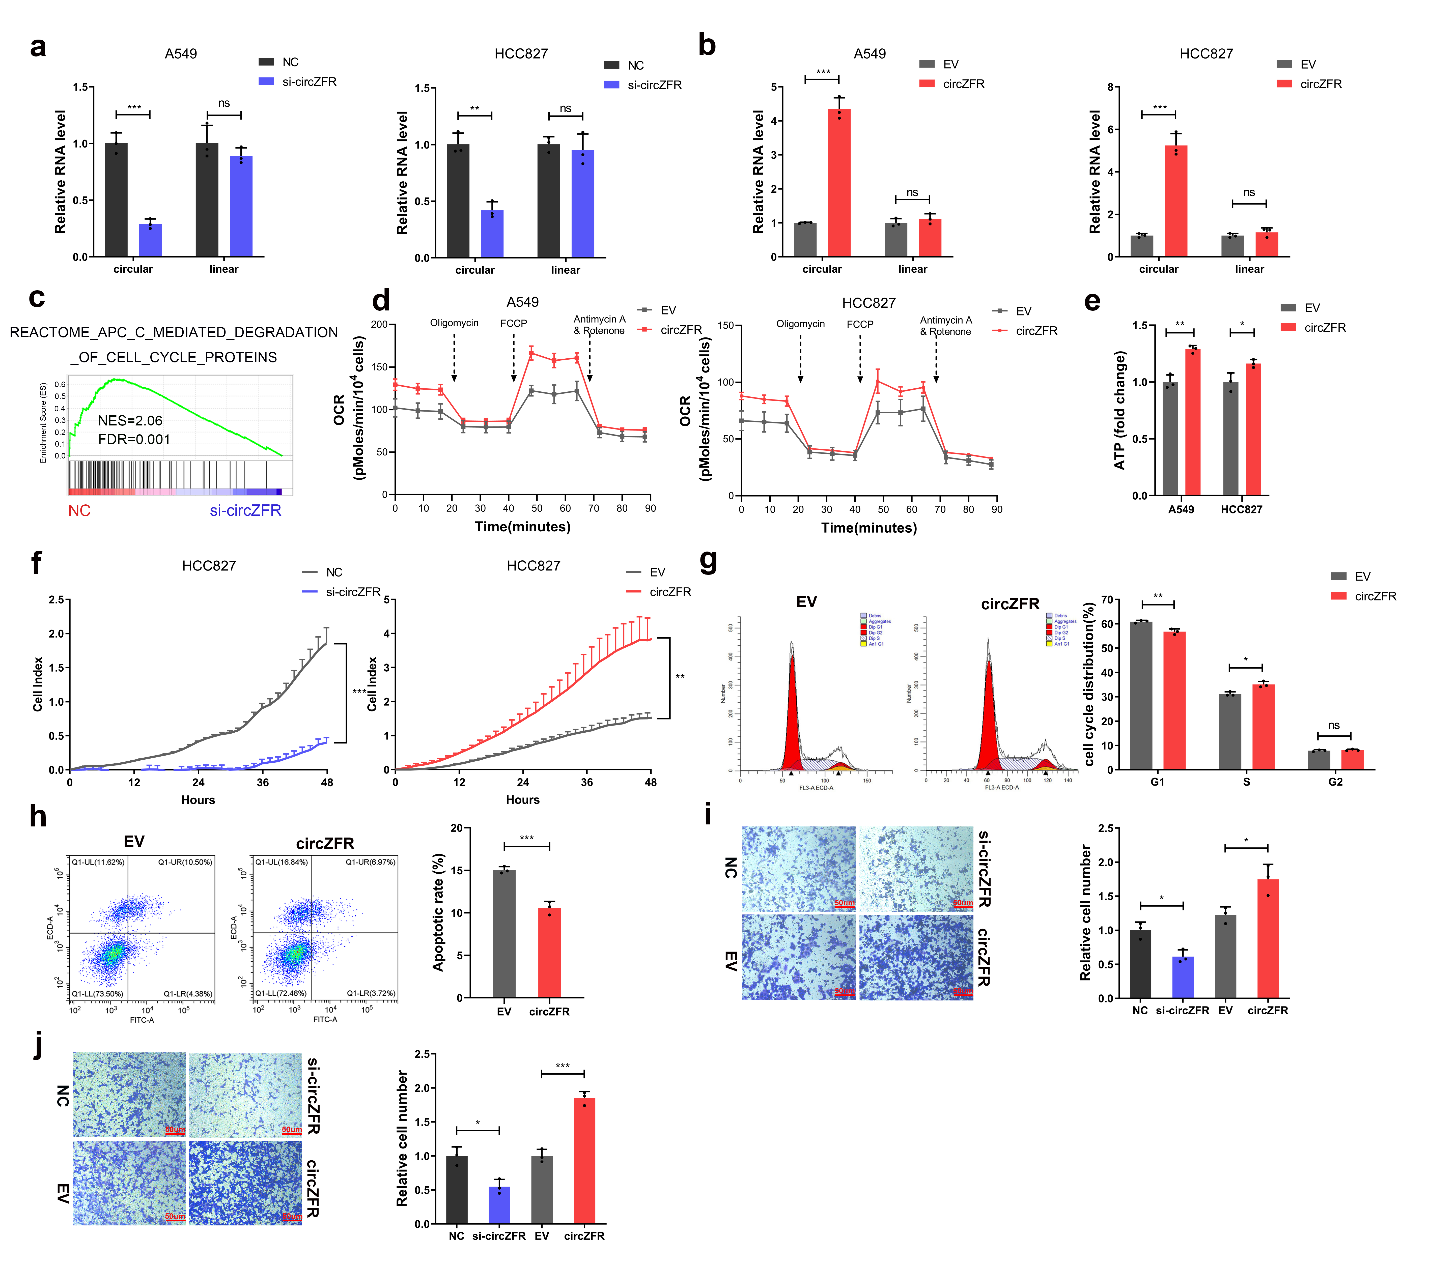

**Supplementary Figure 2. CircZFR facilitates the malignant progression of LUAD cells.**

**a, b** The efficiencies of siRNA (**a**) and expression vector (**b**) in A549 and HCC827 cells were determined by RT-PCR. **c** GSEA results of the differential genes affected by circZFR knockdown. **d, e** Oxygen consumption rate (OCR) upon cells (**d**) and cellular ATP levels (**e**) were measured after transfecting with empty vector or circZFR expression vector in A549 and HCC827. **f-h** CircZFR facilitated the proliferation shown by the RTCA (**f**), cell cycle (**g**) and apoptosis (**h**) assays. **i, j** Transwell (**i**) and matrigel (**j**) assays in A549 cells. Scale bars, 50 μm. Data are shown as mean ± SD (n=3) or typical photographs of one representative experiment. Similar results were obtained in three independent experiments. **p* < 0.05, ***p* < 0.01, ****p* < 0.001, ns, nonsignificant, two-tailed Student’s t test.

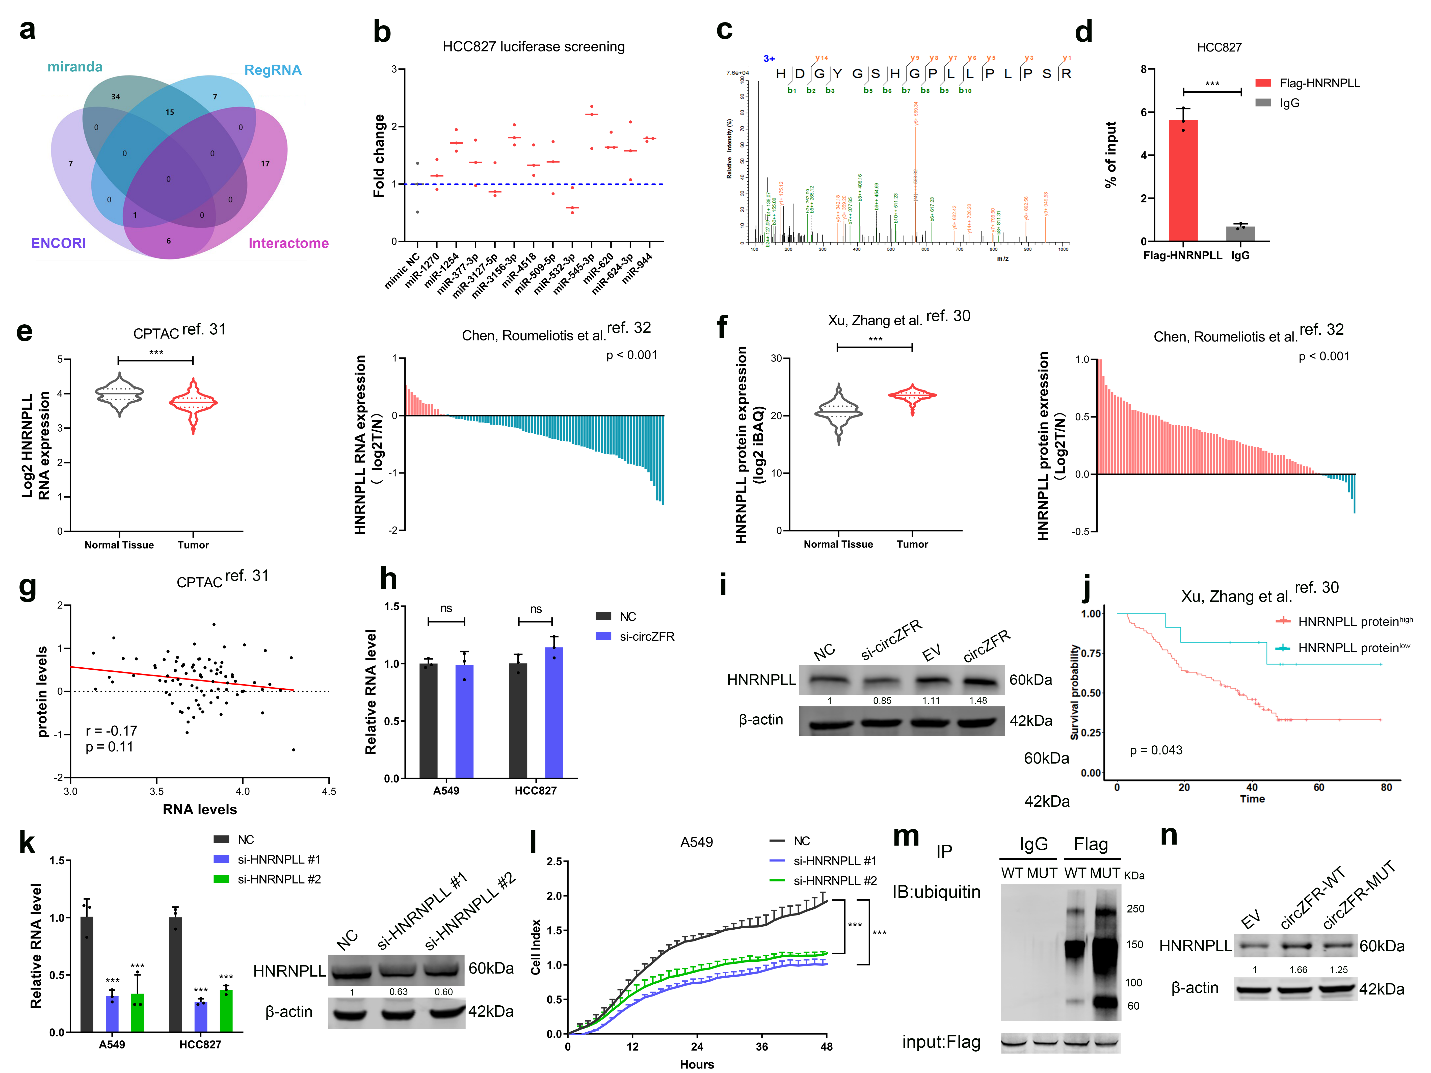

**Supplementary Figure 3. CircZFR interacts with HNRNPLL protein**

**a** Screening for miRNA candidates of circZFR using various prediction tools. **b** Luciferase activity of circZFR in HCC827 cells transfected with candidate miRNA mimics. **c** Mass spectrometry analysis for the peptides of circZFR-interacting HNRNPLL. **d** RT-PCR analysis of circZFR enriched by HNRNPLL proteins in HCC827 cells. **e, f** The HNRNPLL RNA (**e**) and protein levels (**f**) in LUAD and normal lung tissues in several LUAD cohorts. **g** Correlation plot of the RNA and protein levels of HNRNPLL in CPTAC cohort. **h, i** HNRNPLL RNA (**h**) and protein expression (**i**) affected by circZFR. **j** Kaplan-Meier analysis of the DFS of the LUAD patients. **k** The HNRNPLL RNA (left) and protein levels (right) in A549 cells transfected with HNRNPLL siRNAs. **l** Cell proliferation affected by HNRNPLL detected by RTCA. **m** The effect of circZFR-HNRNPLL binding sites mutations on HNRNPLL ubiquitination. **n** HNRNPLL protein expression in A549 cells transfected with circZFR expression vector or circZFR mutant vector. Data are shown as mean ± SD (n=3) or typical photographs of one representative experiment. Similar results were obtained in three independent experiments. **p* < 0.05, ***p* < 0.01, ****p* < 0.001, two-tailed Student’s t test.

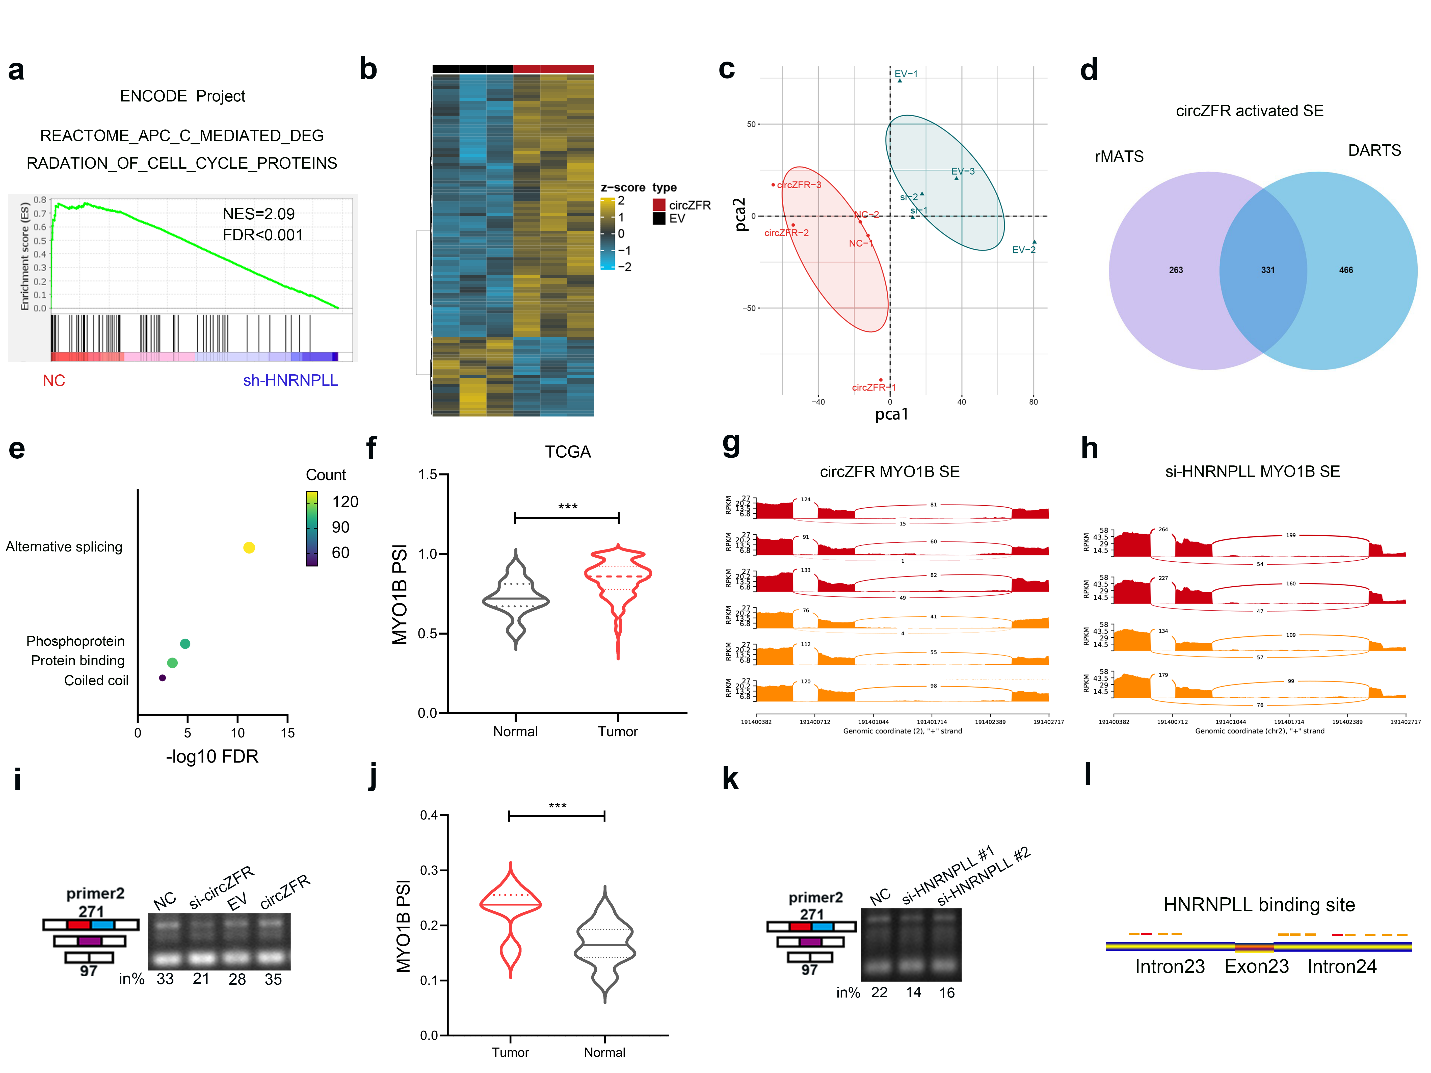

**Supplementary Figure 4. CircZFR regulates alternative splicing via HNRNPLL.**

**a** GSEA results of the differential genes affected by HNRNPLL knockdown in ENCODE project. **b** Heatmap of differentially expressed genes regulated by circZFR overexpression. **c** PCA of genes affected by circZFR overexpression and knockdown. Ellipses represent 95% confidence regions. **d** Pie chart showing skipped exons which were activated by circZFR and validated by deep leaning. **e** Gene Ontology analysis of both circZFR and HNRNPLL-sensitive targets analyzed by DAVID. **f** The inclusion of *MYO1B* exon 23 in TCGA dataset. **g, h** Sashimi plot of *MYO1B* exon inclusion affected by circZFR (**g**) and HNRNPLL (**h**). **i** RT-PCR validation of *MYO1B* exons in HCC827 cells. **j** Splicing pattern of *MYO1B* in LUAD and adjacent normal tissues as detected by RT-PCR. **k** The effects of HNRNPLL on *MYO1B* exons in HCC827 cells detected by RT-PCR. **l** Prediction of HNRNPLL binding sites on circZFR by CISBP-RNA. Data are shown as mean ± SD (n=3) or typical photographs of one representative experiment. *p < 0.05, **p < 0.01, ***p < 0.001, ns, nonsignificant, two-tailed Student’s t test.

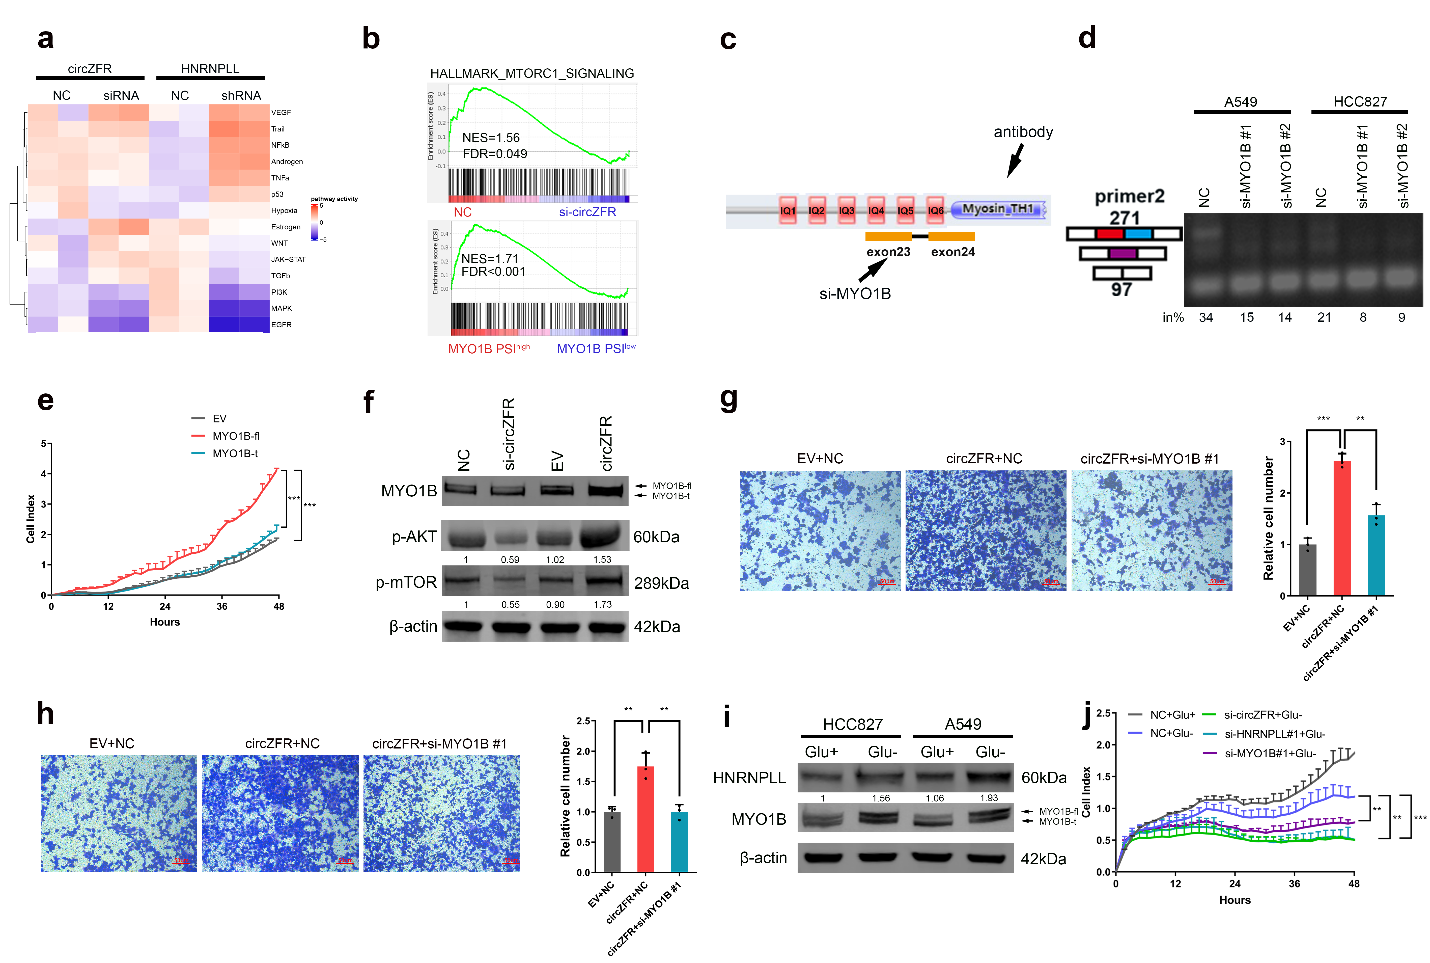

**Supplementary Figure 5. Alternative splicing of *MYO1B* is a functional target of circZFR.**

**a** Pathway activity regulated by circZFR and HNRNPLL calculated by PROGENy. **b** GSEA results of the differential genes affected by circZFR knockdown (upper panel) and MYO1B-fl expression (lower panel). **c** Schematic diagram of the siRNA and antibody targeting *MYO1B* splicing. **d** The effects of *MYO1B* siRNAs detected by RT-PCR. **e** The changes of cell vitality in A549 cells after transfecting with control or MYO1B vectors. **f** Western blot of the indicated proteins in the extracts of HCC827 cells. **g, h** Transwell (**g**) and matrigel (**h**) assays in A549 cells. Scale bars, 50 μm. **i** Western blot of the indicated proteins in HCC827 and A549 cells upon glucose starvation. **j** RTCA cell proliferation assays in A549 cells under glucose starvation. Cells were cultured in high (10mM) or low (2.5mM) glucose. Data are shown as mean ± SD (n=3). Similar results were obtained in three independent experiments or typical photographs of one representative experiment. *p < 0.05, **p < 0.01, ***p < 0.001, ANOVA followed by Tukey's test.

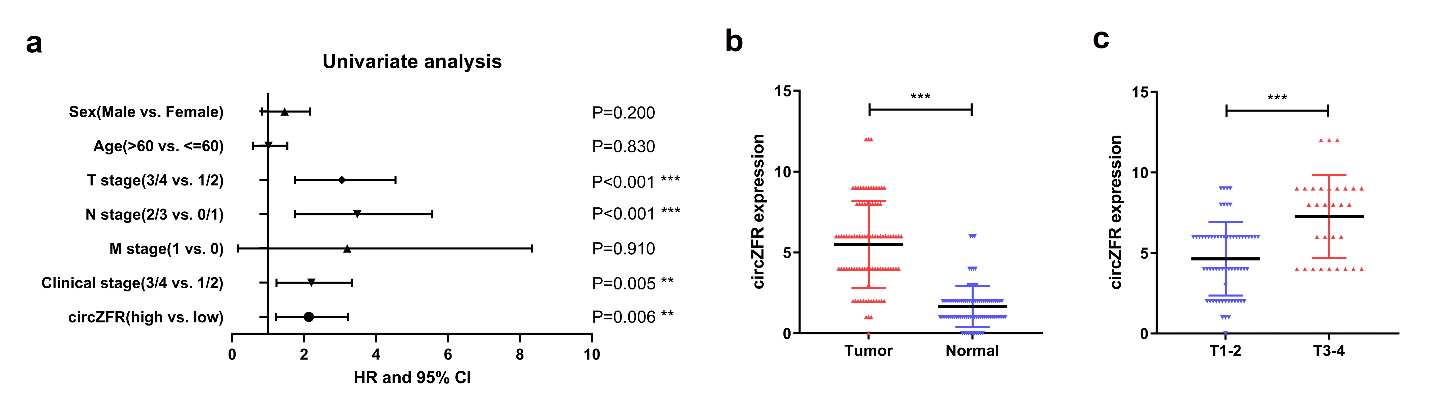

**Supplementary Figure 6. CircZFR is clinically relevant in LUAD.**

**a** Univariate analysis of circZFR in LUAD TMA. **b** The circZFR expression in LUAD and normal lung tissues detected by CISH. **c** The circZFR levels was correlated with T stage. Data are shown as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, two-tailed Student’s t test.

How the deposited data were processed for this re-analysis (not part of the article)

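RNA-seq was analysed for 4 libraries of cells transfected with control siRNA (NC 1 and NC 2) or circZFR siRNA (si-circZFR 1 and si-circZFR 2). Groups and replicate numbers were taken from the sample labels and the group names in Fig. 2a. The article gives A549 cells and the labels H1299, and the article's name was used. The circZFR overexpression, *HNRNPLL* knockdown and tissue data were not analysed here, and splicing and the circle's own junction reads need the reads themselves.

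The authors sequenced the libraries on the Ion Proton, aligned the reads to hg38 and deposited RPKM values per gene. The article states that batch effects were removed by SVA and that the authors used edgeR for differential expression. No sign of a scaling between libraries was seen in the values. The planned test assumed counts. Because the deposited values are RPKM, a test for normalized values took its place: limma on log2(scaled RPKM + 1).

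Reads were recovered by searching, for each gene, the length at which its RPKM values are whole numbers of reads. With a tolerance of 0.02 for a whole read, this gave whole reads for 24282 of the 24289 genes above 0 in any library (99.97%). Because the length was free for each gene, the independent checks are the small RNA genes of known length, of which 95.4% to 96.9% were whole in each library, and the sum over genes, which came to 98.3% to 98.6% of the library total. On simulated data, 960 of 1000 genes came back exactly. The totals ranged from 11040050 to 12816868 reads. Recovered reads were used for depth, for CPM values and for 1 added alternative.

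Values were scaled by trimmed means of log ratios (30% of ratios and 5% of mean levels trimmed, unweighted). Genes with RPKM of at least 1 in at least 2 libraries were tested (13885 of 40205 listed), with a trended prior variance (median prior degrees of freedom 3.81). A gene passed at FDR under 0.05 (Benjamini-Hochberg) and |log2FC| over 1. The 8 gene lists (subunits of the OXPHOS complexes, OXPHOS subunits encoded in mitochondrial DNA, cytosolic ribosomal proteins, other starvation response genes, APC/C-mediated degradation, S phase, G2/M and mTORC1 targets) were tested by camera with FDR over the 8 lists. The last 5 share 4, 9, 2, 7 and 9 members with another of the lists, and the ribosomal proteins 2. The gene lists, camera as their test, the thresholds, most of the other settings tried and the rule for named genes were fixed before the data were examined, with a count test as the main test and limma on log2(value + 1) in case of normalized values. The RPKM filter, which took the place of a filter on counts, the details of the scaling and the trended prior variance were chosen once the unit was known. Settings meant for counts were adapted to RPKM values where possible, and limma-voom and limma without the trend were added after the data were seen. The rule names the genes the article names, the 3 genes with the smallest p in Supplementary Table S2, up to 5 higher and 5 lower protein-coding genes that passed with both groups apart, the 3 members of each list with the smallest p, and markers of the cell lines. Results for some of the genes under this rule are not reported here.

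The RPKM filter lets very short genes enter with few reads: 182 of the genes tested had fewer than 10 reads over the 4 libraries. The test was run on simulated data with 200 genes changed 4-fold. Every gene was drawn with the same dispersion (0.0161), so the rates below need not hold in the real libraries, where genes can vary more. The test called 195 of the 199 changed genes tested, and 41 of its 236 calls (17.4%) were not changed genes. Those 41 genes had a median of 0.753 expected reads, against 250.4 for the genes tested. With a filter of CPM above 1, 195 of 200 changed genes were called and 1.02% of 197 calls were not changed genes. Limma-voom called 200 of 200, and 3.38% of its 207 calls were not changed genes. In simulated data without any change, 6 of 13791 genes passed. A list shifted in the simulation was found, none of 20 unshifted lists had a camera p under 0.05 when genes varied independently, and a planted length trend (rho 0.756) fell to 0.0043 after the correction. The set tests were also run on 20 simulated lists of 80 genes, shifted up or down. With independent genes and a shift of 0.5 (log2), all 20 had p under 0.05 by camera with the preset correlation, by camera with an estimated correlation and by fry. When the genes of a list shared deviations in each library (SD 0.3, log2), the numbers were 19, 1 and 4 of 20 at a shift of 0.5, 20, 3 and 9 at a shift of 1, and 15, 0 and 0 without a shift.

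Alternatives covered the scaling, the filter, the pseudocount, the replicate number as a block, a smooth correction for length and GC content, the genes kept, the threshold, the set test, and leaving out each library in turn. Gene positions and sequences came from the GRCh38 reference, and a GC value was found for 92.8% of the genes tested. R 4.3.3, limma 3.58.1, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.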

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

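All tests in this part were chosen only after the result was seen. Genes whose 3′UTR holds the 8 bases CTGACTCA were lower after circZFR silencing, in genes outside those the paper discusses and above the level seen between the control libraries. The search scored each of 16378 7-mers over 11145 genes with a 3′UTR, by a rank-sum z of the log2FC after removing its trend with 3′UTR length. The lowest score of all belonged to CTGACTC (z = -10.9, 1260 genes), and TGACTCA was next (z = -10.9, 1315 genes). The 412 genes with the 8-mer CTGACTCA were shifted by a log2FC of -0.17. In the 4 comparisons of a single si-circZFR library with a single NC library the shift ran from -0.18 to -0.15. It was -0.027 between NC 2 and NC 1 and 0.0013 between si-circZFR 2 and si-circZFR 1. For the 7-mer CTGACTC these 2 shifts were -0.030 (z = -2.31) and -0.018 (z = -2.81). The shift followed the order of microRNA-like site types. Against genes without the 6-mer TGACTC, it was -0.19 for the 8-mer, -0.11 and -0.08 for the 7-mers without the eighth base on one side or the other, and -0.0099 for the 6-mer alone. The 7-mer lay in the 3′UTR of 30.7% of the lower genes of Supplementary Table S2 (55 of 179 with a 3′UTR tested), 11.2% of its higher genes (30 of 269) and 11.3% of all genes.

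The tables argue against several technical explanations. In 1000 permutations of the genes, no 7-mer reached a |z| above 5.36 (p = 0.001, the smallest they can give), which argues against chance alone. This value does not single out CTGACTC, because unrelated 7-mers also passed it on the higher side, such as GGCCCGG (z = 6.66), CGCGGCC (z = 6.48) and GGGCTGG (z = 6.42). Among the 6-mers, genes with CGGAGA were higher (z = 9.13, 989 genes, a shift of 0.11). They were also shifted by -0.071 between NC 2 and NC 1 (z = -5.57), and what moves them is not known. Among the 420 7-mers made of the same bases as CTGACTC, the second lowest z was -3.56, which argues against base composition. CGGAGA likewise had the highest z among its 60 anagrams, with 5.04 for the second. The shift was -0.16 after the correction for length and GC content, and -0.027 between the NC libraries, so neither a length or GC trend nor 1 library accounts for it. A DNA motif would read on either strand, but the reverse complement of the 8-mer, TGAGTCAG, gave a shift of -0.036 (z = -1.54), and those of the 7-mers, GAGTCAG and TGAGTCA, gave 0.0043 and -0.0062.

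A candidate explanation is seed pairing by a small RNA in the si-circZFR libraries whose 5′ end pairs with CTGACTCA, with a shift of -0.17. The same 8 bases lie in exon 13 of *ZFR* (chromosome 5, 32388654 to 32388661 of GRCh38), and their far end is 21 bases from the back-spliced junction. The 60 bases around the junction hold 54 different 7-mers, 0.330% of all 7-mers, and CTGACTC is one of them. The whole circle holds 668 different 7-mers, 4.08% of all, so a match somewhere in it would be less rare. Those of linear *ZFR* were not counted. An siRNA against the 19 bases CTTACGTCGTCCTGACTCA (32388654 to 32388672), or the 21 bases CCCTTACGTCGTCCTGACTCA (32388654 to 32388674), would have this seed. Both stretches lie wholly in exon 13 and so also in linear *ZFR*. *ZFR* was the only gene whose transcript matched the 19 bases without a mismatch, and the next genes had 4 mismatches. The siRNA listed in Supplementary Table S1 has another seed. Which siRNA was in these libraries is not known from the values, so this remains a hypothesis found and tested on the same data.

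A microRNA with this seed, freed when circZFR is lost, is the biological explanation that the design leaves open for the 3′UTR shift. It cannot be told apart from an siRNA seed here, because 24 of 1477 annotated human microRNA precursors hold the seed's bases somewhere and small RNAs were not measured. Against a sponge role, the paper reports that AGO2 did not recruit circZFR. It also reports that no candidate microRNA clearly repressed a circZFR reporter, and holds that sponging might not be the main mechanism. Whether any of those candidates has this seed was not checked. For *ZFR* itself the tables argue against a microRNA. Among the 224 genes with CTGACTCA in the coding sequence and no 6-mer in the 3′UTR, *ZFR* had the lowest log2FC (-2.33), and the second lowest was -0.95. Reads of the lost circle counted on *ZFR* may add to its fall of 82.9%. As the sole source they would need 33.0 copies of the circle per linear copy, and the files give no junction reads to check that. Cleavage of linear *ZFR* by the listed siRNA, despite at least 7 mismatches, also stays open, since no value in these libraries decides it.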

How the results depend on the processing

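Limma-voom on the recovered reads and limma without a trend in the prior variance were chosen after the data were seen. The other alternatives were planned, most of them for a fit to counts, and were adapted to RPKM values (limma's treat in place of the planned test against a log2FC of 1). The edgeR exact test, the edgeR likelihood ratio test, the DESeq2 Wald test and svaseq with 1 surrogate variable were not run. The deposited values are RPKM, and of the tests on recovered reads only limma-voom was run. Leaving out a library leaves 1 in its group, so those fits gave no number of genes.

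The number of genes past FDR < 0.05 and |log2FC| > 1 was 8. It was similar with median-of-ratios scaling (8), library size alone (9), any fold change (8) and without pseudogenes, ribosomal protein and mitochondrial genes (10). It was 180 (116 lower, 64 higher) with the CPM filter, 28 (15 lower, 13 higher) with the length and GC correction, and 5 (3 lower, 2 higher) among protein-coding genes, where fewer genes are counted. It was 0 without a filter (3639 genes with an unadjusted p under 0.05), 0 with a pseudocount of 0.1 and no filter (3561) and 0 by treat against a log2FC of 1 (3012). Limma-voom gave 368 (201 lower, 167 higher), and limma without the trend gave 1. All 8 genes were among the 180 and among the 368. Apart from the protein-coding count, the cause of these changes was not tested. On simulated data the CPM filter made fewer false calls, but in the real libraries 182 of 13885 genes had fewer than 10 reads, and whether they account for the difference between 8 and 180 was not tested.

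The replicate number as a block gave 63 genes (43 lower, 20 higher), and 1 gene together with the length and GC correction. Deviations of same-numbered libraries from their group means had a correlation of 0.0694 across 13885 genes, and neither the paper nor the labels say that a number marks a batch. The block changed no call of a gene list.

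All 8 lists kept their direction under the other filters, the length and GC correction and both blocks. The calls of 7 lists at unchanged medians (-0.42 OXPHOS, -0.99 mitochondrial DNA, -0.80 ribosomal proteins, -0.16 starvation, -0.31 APC/C, -0.15 S phase, -0.26 G2/M) were lost under camera with an estimated correlation (FDR 0.437 to 0.667 over the 8 lists) and under fry (FDR 0.2 to 0.388). These losses say little about whether the lists were shifted, because on simulated lists with deviations shared by their genes (SD 0.3, log2) and a shift of 1 the estimated correlation found 3 of 20 and fry 9 of 20. Nor do the preset calls settle it for lists with deviations of that size, since 15 of 20 such lists passed without a shift. This SD was not matched to each list. Between NC 1 and NC 2 the median deviation went from -0.016 to 0.46 for OXPHOS. It went only from 0.041 to 0.12 for starvation and from 0.053 to 0.22 for G2/M. No SD between 0 and 0.3 was simulated, so the rate for lists with closer replicates is not known. With fgsea the starvation list, at -0.16, was lost (FDR = 0.0703). Library size alone put the medians of the starvation, S phase and mTORC1 lists at 0.0012, 0.0030 and 0.10. That scaling raises the median of all genes to 0.15, and relative to the other genes the 3 lists were at -0.15, -0.15 and -0.05. The mTORC1 list passed at -0.11 without pseudogenes, ribosomal protein and mitochondrial genes (FDR = 0.0367; 0.0964 to 0.667 under the other alternatives). The cause was not tested.

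Across the 4 fits that each left out one library, the medians ran from -0.69 to -0.14 for OXPHOS (-0.14 without NC 2), -1.51 to -0.55 for mitochondrial DNA (-1.51 without si-circZFR 1 and -0.55 without si-circZFR 2), -1.12 to -0.49 for ribosomal proteins (-0.49 without NC 2), -0.23 to -0.071 for starvation (-0.071 without NC 2), -0.46 to -0.15 for APC/C (-0.15 without NC 2), -0.26 to -0.086 for S phase (-0.26 without NC 1, -0.086 without NC 2), -0.32 to -0.17 for G2/M (-0.17 without NC 2) and -0.14 to 0.01 for mTORC1 (0.01 without NC 2). The shift of genes with a seed site of the listed siRNA ran from -0.0029 to 0.051 for the guide strand and from 0.0076 to 0.087 for the passenger strand, both lowest without NC 2. With the length and GC correction the 2 shifts were -0.022 and -0.0077, against 0.028 and 0.050. The length trend ran from 0.161 to 0.354 and the GC trend from 0.0090 to 0.113, both lowest without NC 2, and the correlation with Supplementary Table S2 from 0.964 to 0.974.

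Of 509 values of single named genes under alternatives, 12 changed direction. With all libraries, 9 of 337 became stronger, 9 weaker and 5 changed direction: *AKR1B10* at -0.0028 without pseudogenes, ribosomal protein and mitochondrial genes, *AKR1C1* at 0.0010 and *AKR1C2* at 0.13 with library size alone, and *AKR1C1* at 0.021 with the length and GC correction, with and without the block. Of the 172 values without 1 library, which have no test, 7 moved by more than the replicate SD and 7 changed direction. These 7 were *BPTF* at -0.10 without NC 2, *AKR1B10* at -0.15 without NC 1 and -0.023 without si-circZFR 2, *AKR1C1* at 0.034 and *AKR1C3* at 0.015 without NC 2, and *AKR1C2* at 0.18 without NC 2 and 0.0041 without si-circZFR 1. The cause was not tested. The depth of 11040050 to 12816868 reads limits genes with few reads, such as *MIR4730*, which had 2 reads in each NC library.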

Differences from the paper's values

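The paper reports 671 genes at FDR < 0.05 and |logFC| > 1, and 8 were found here. In Supplementary Table S2, 364 of the paper's genes are lower and 307 higher, against 4 and 4 here. Of the alternatives set before the data were examined, none of those that were run closed these gaps: they gave 0 to 180 genes, at most 116 lower and 64 higher. The planned edgeR, DESeq2 and svaseq alternatives were not run, so whether they would close the gaps is open. Limma-voom on the recovered reads, chosen after seeing the values, gave 368 genes (201 lower, 167 higher), of which 346 are in the paper's table. The CPM filter (180 genes), the replicate block (63 genes) and the length and GC correction (28 genes) also passed more genes than the main result. The paper's edgeR test was not run.

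The fold changes themselves differ only by the scale. As log2 ratios of the group means without a pseudocount, the values for 649 of the paper's genes differed from the paper's logFC by a median of 0.0037, and 100% lay within 0.1. For *ZFR* the log2 ratio was -2.55 on this scale, and the paper's logFC is -2.55.

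For linear *ZFR* in A549 cells, the paper's RT-PCR ratio of si-circZFR to NC is about 0.89 in Supplementary Fig. 2a, read by eye. In the RNA-seq libraries the ratio of *ZFR* was 0.171, and none of the alternatives set before the data were examined closed the gap. The paper states that the siRNA had no detectable effect on *ZFR*, while *ZFR* had a log2FC of -2.33 here and is itself among the lower genes of Supplementary Table S2.

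The paper states that AKT-mTORC1 signaling was enriched among circZFR-associated genes. The list of mTORC1 target genes used here, which is not the paper's gene set, had a median log2FC of -0.07 (camera FDR = 0.23). It passed at -0.11 (FDR = 0.0367) without pseudogenes, ribosomal protein genes and mitochondrial genes. The paper states that starvation, OXPHOS and cell cycle gene sets were enriched. The lists used here passed under camera with a preset correlation and did not pass with an estimated correlation (FDR = 0.437), a setting that missed most shifted lists in simulated data with deviations shared by a list's genes.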

Other observations

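The tests of the cell line, of the length of genes outside the lists and of the listed siRNA's seeds were planned. The tests of seed sites in the lists, of length as the whole cause, and of NC 2 were chosen only after the result was seen.

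The labels name H1299 cells and the paper A549 cells. Of the A549 markers set beforehand, 10 are reported here, and all 10 were above 1 CPM in all 4 libraries. *CDKN2A*, deleted in A549, was listed at 0 in each. The values are in line with A549 cells, as in the paper.

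The genes with a seed match of the listed siRNA in the 3′UTR were not lower with the main settings. The shift of the median log2FC was 0.028 for the 303 genes that match the guide strand's seed and 0.050 for the 1601 genes that match the passenger strand's seed. The sign was not stable: after the length and GC correction the shifts were -0.022 for the guide strand and -0.0077 for the passenger strand. Without NC 2 the guide strand's shift was -0.0029. Neither set of genes passed limma's camera, with or without the correction. These small shifts argue against a marked off-target effect of these seeds on the lower genes as a group.

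Ribosomal protein and OXPHOS genes were lower, and so were other short genes. Outside the lists, the median log2FC rose from -0.31 for 50 mRNA genes under 500 bases to 0.12 for 3983 genes of 4000 bases or more. A length bias and a change of short transcripts by the silencing cannot be told apart by that value of -0.31, because both would move short genes between the groups. A length trend also ran between the NC libraries, where the silencing does not differ (rho -0.343 for NC 2 against NC 1), and was near 0 between the si-circZFR libraries (0.0189). Against 20 genes each matched on length and level, 60 of 81 OXPHOS genes and 75 of 79 ribosomal protein genes were lower than their matches (medians of -0.42 against -0.26, and -0.80 against -0.38). After the length and GC correction, the ribosomal protein list relative to the other genes was at -0.52 on average over the 4 single comparisons (SD 0.23, -0.74 to -0.28), which argues against length as its whole cause. NC 2 was still 0.38 above NC 1. The OXPHOS list was at -0.21 (SD 0.19, -0.40 to -0.01), with NC 2 at 0.28 above NC 1, so length as its whole cause stays open. Whether NC 2 alone makes the OXPHOS difference stays open too. Without NC 2 the median was -0.14, from 1 control library. The 3′UTR sites for CTGACTC do not account for these lists, since 7.41% of the OXPHOS genes and 5.06% of the ribosomal protein genes have one, against 11.3% of all genes. A biological effect of circZFR on these genes remains among the open explanations, untested by these libraries.

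Reads of the mitochondrial genome made up 18.7%, 19.5%, 16.7% and 10.2% of NC 1, NC 2, si-circZFR 1 and si-circZFR 2. The 2 si-circZFR libraries differed in the mitochondrial OXPHOS genes. The median log2FC against both NC libraries was -0.55 for si-circZFR 1 alone and -1.51 for si-circZFR 2 alone.

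The mRNA of *HNRNPLL* (chromosome 2, 38561969 to 38603586) was at 8.34 ± 1.13 scaled RPKM (SD, n = 2) in NC and 6.96 ± 0.541 (SD, n = 2) in si-circZFR, a log2FC of -0.23 (FDR = 0.471 by limma). With each library left out in turn it ran from -0.35 without NC 1 to -0.10 without NC 2. *BPTF* had a log2FC of 0.30 (FDR = 0.566 by limma), with 1678 and 904 reads in NC 1 and NC 2 and 1634 and 1514 in si-circZFR 1 and si-circZFR 2. Its log2FC was 0.69 without NC 1 and -0.10 without NC 2, so its direction rested on NC 2.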
